# MeCP2-E1 isoform is a dynamically expressed, weakly DNA-bound protein with different protein and DNA interactions compared to MeCP2-E2

**DOI:** 10.1186/s13072-019-0298-1

**Published:** 2019-10-10

**Authors:** Alexia Martínez de Paz, Leila Khajavi, Hélène Martin, Rafael Claveria-Gimeno, Susanne Tom Dieck, Manjinder S. Cheema, Jose V. Sanchez-Mut, Malgorzata M. Moksa, Annaick Carles, Nick I. Brodie, Taimoor I. Sheikh, Melissa E. Freeman, Evgeniy V. Petrotchenko, Christoph H. Borchers, Erin M. Schuman, Matthias Zytnicki, Adrian Velazquez-Campoy, Olga Abian, Martin Hirst, Manel Esteller, John B. Vincent, Cécile E. Malnou, Juan Ausió

**Keywords:** MeCP2, Isoforms, Chromatin, Rett syndrome

## Abstract

**Background:**

MeCP2—a chromatin-binding protein associated with Rett syndrome—has two main isoforms, MeCP2-E1 and MeCP2-E2, differing in a few N-terminal amino acid residues. Previous studies have shown brain region-specific expression of these isoforms which, in addition to their different cellular localization and differential expression during brain development, suggest that they may also have non-overlapping molecular mechanisms. However, differential functions of MeCP2-E1 and E2 remain largely unexplored.

**Results:**

Here, we show that the N-terminal domains (NTD) of MeCP2-E1 and E2 modulate the ability of the methyl-binding domain (MBD) to interact with DNA as well as influencing the turn-over rates, binding dynamics, response to neuronal depolarization, and circadian oscillations of the two isoforms. Our proteomics data indicate that both isoforms exhibit unique interacting protein partners. Moreover, genome-wide analysis using ChIP-seq provide evidence for a shared as well as a specific regulation of different sets of genes.

**Conclusions:**

Our study supports the idea that Rett syndrome might arise from simultaneous impairment of cellular processes involving non-overlapping functions of MECP2 isoforms. For instance, MeCP2-E1 mutations might impact stimuli-dependent chromatin regulation, while MeCP2-E2 mutations could result in aberrant ribosomal expression. Overall, our findings provide insight into the functional complexity of MeCP2 by dissecting differential aspects of its two isoforms.

## Background

Methyl CpG-binding protein 2 (MeCP2) was first identified through its ability to bind methylated DNA [1]. Mutations in the *MECP2* gene were later associated with Rett syndrome (RTT; OMIM 312750), a severe neurological disorder that is among the most common causes of intellectual disability in females [2].

*MeCP2* gene has four exons than can be alternatively spliced to produce two transcripts. The transcript skipping exon 2 has translation initiation in exon 1 and encodes MeCP2-E1. This isoform is slightly longer (498 amino acids in humans) and has 21 unique N-terminal amino acids. When exon 2 is included in the transcript, translation initiates in exon 2 to give rise to MeCP2-E2, a shorter variant (486 amino acids in humans) with 9 unique N-terminal amino acids [3, 4]. The remaining sequence is identical for both isoforms (Figs. 1a and 2a).

**Fig. 1:**
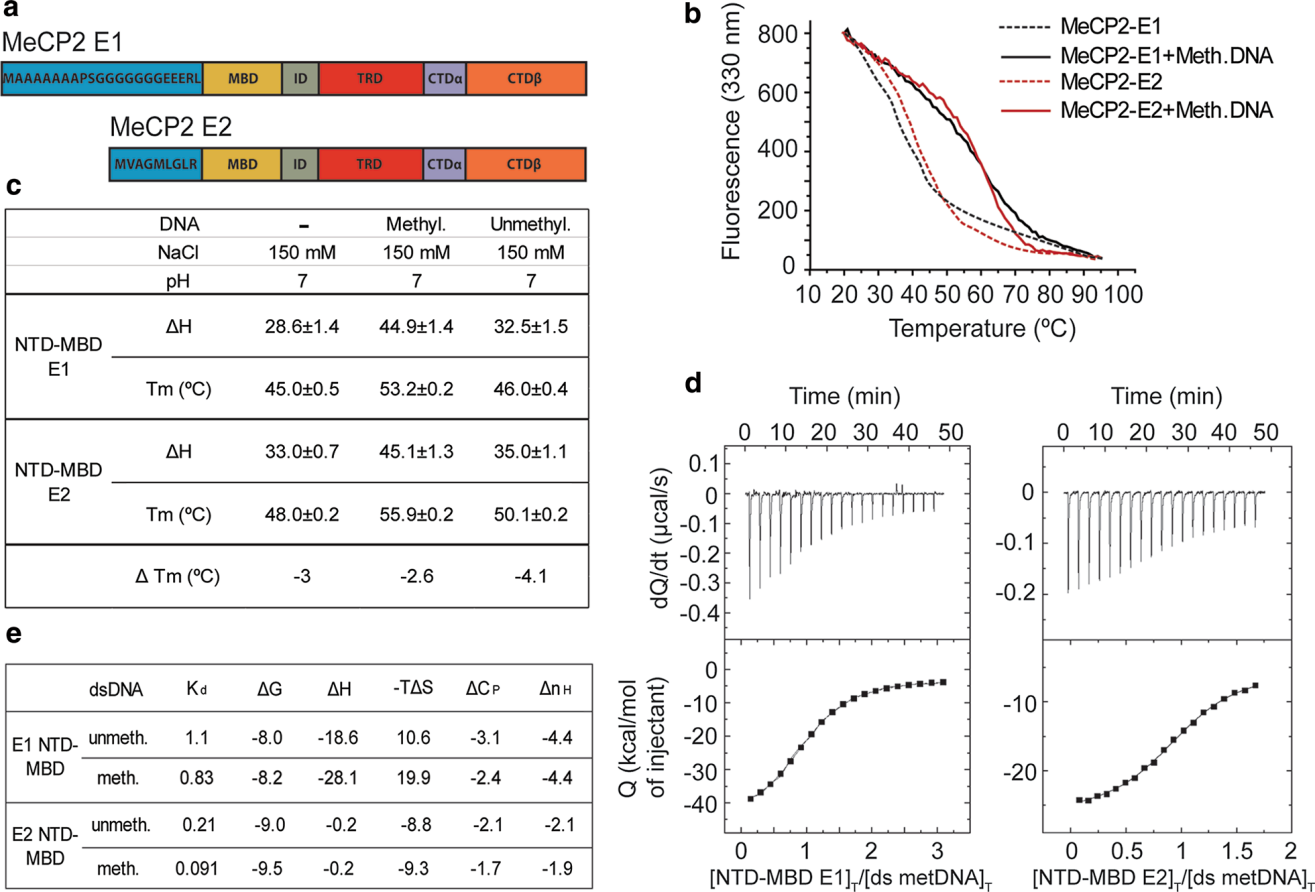
Biophysical characterization of the MeCP2-E1 and E2 NTD-MBD domain interaction with DNA. **a** Schematic representation of the MeCP2-E1 and E2 isoforms depicting the unique NTD amino acid sequences and shared domains. **b** Fluorescence thermal denaturation curves for E1 and E2 NTD-MBD protein fragments in the presence of unmethylated and mCpG-dsDNA. Unfolding traces were fitted considering a two-state unfolding model. **c** Unfolding stability parameters obtained from thermal denaturations followed by intrinsic tryptophan fluorescence. **d** Calorimetric titrations of E1 and E2 NTD-MBD proteins interacting with dsDNA plots show the thermograms (thermal power as a function of time) and the binding isotherms (normalized heats as a function of the dsDNA/protein molar ratio). **e** Buffer-independent dsDNA binding parameters (K_d_, dissociation constant; Δ*G*: Gibbs free energy of interaction; Δ*H*: enthalpy of interaction; −*T*Δ*S*: entropic contribution of interaction; Δ*C*_*P*_: heat capacity of interaction; *n*_*H*_: number of protons exchanged upon complex formation) obtained from calorimetric titrations at pH 7

**Fig. 2:**
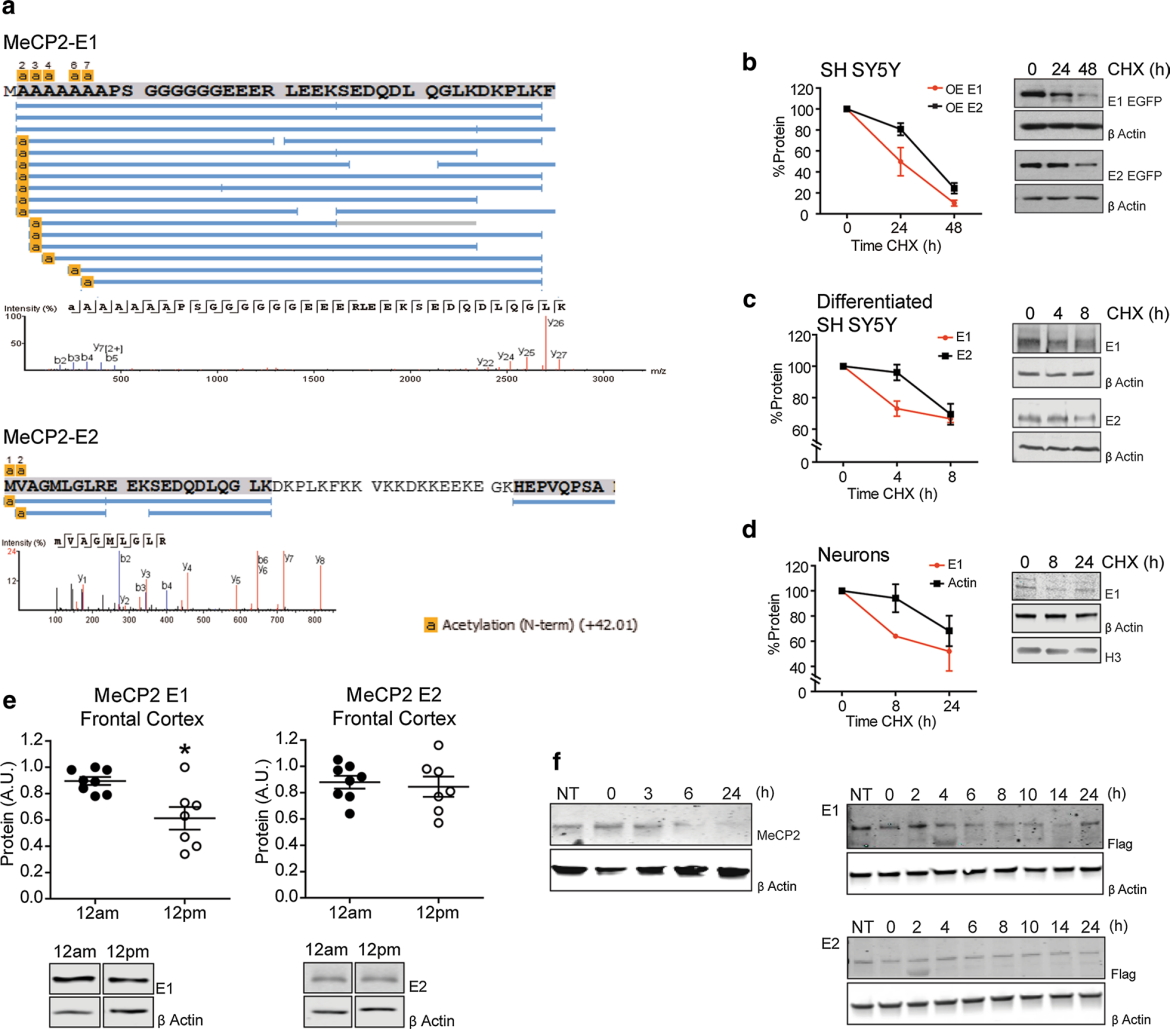
Isoforms N-terminal processing, turn-over rates, and dynamics. **a** Mass spectrometry sequencing of the N-terminal end of the MeCP2 protein (in vitro). N-terminal peptide coverage alignment chart and high-resolution mass spectra showing *N*-methionine excision (NME) and *N*-acetylation (NA) of the N-termini of MeCP2-E1 and MeCP2-E2. NA (+42 Da) of N-terminus amino acid is shown highlighted in yellow. **b**–**d** Cycloheximide-chase assays of the E1 and E2 MeCP2 isoforms. Densitometries and representative western blots performed after cycloheximide treatments of **b** SH-SY5Y cells overexpressing (OE) E1 and E2 isoforms fused to GFP, **c** differentiated SH-SY5Y, and **d** rat cultured cortical neurons with detection of endogenous E1 and E2 isoforms. **e** Densitometric analysis and representative western blots showing endogenous E1 and E2 levels in frontal cortices of mice euthanized at 12 a.m. and 12 p.m. **f** KCL depolarization and representative Western blots analysis of total endogenous MeCP2 of cultured cortical neurons and E1 and E2 of transfected cultured cortical neurons overexpressing Flag-MeCP2-E1 or E2. Represented data are mean ± S.E.M. (*n* = 7–8). * *P *< 0.05 two-tailed Mann–Whitney test. MeCP2 levels were normalized using β actin and/or histone H3

MeCP2-E1 is likely the ancestral form of the protein, as orthologues are present across vertebrate evolution, whereas orthologous sequences of the exon 2 coding region have only been found in mammalian genomes [5]. Although splicing variants often encode proteins with different functions, in the case of MeCP2-E1 and E2 isoforms, this remains still controversial [6, 7]. The presence of a polyalanine tract followed by a polyglycine tract in E1 N-terminal domain (NTD) could be an indication of a potential functional difference [8]. In this regard, polyalanine domains within various protein families are thought to have a convergent origin, suggesting that a specific function for these tracts has been selected by evolutionary pressure [9]. The existence of non-overlapping functions of the E1 and E2 isoforms is supported by a difference in their relative abundance during development and in diverse regions of the brain [10, 11]. Moreover, Rett syndrome-causing mutations described so far involve solely the E1 isoform, and isoform-specific mouse knockouts show Rett-related phenotypes for E1 knockout but not for E2, suggesting that E2 does not functionally compensate for the lack of E1 [12, 13]. However, the high degree of structural similarity between MeCP2 isoforms points towards a high extent of functional overlapping, and some findings reinforce this idea. For instance, E2 expressed at levels comparable to those of E1 was reported to prevent key Rett-like phenotypes in mice models of Rett syndrome, indicating that part of the difference between isoforms could simply be related to the disparity in temporospatial expression and protein levels [7].

Given the poorly understood nature of the structural and functional differences between E1 and E2 isoforms, we decided to investigate this further. Our study comprehensively describes for the first time differences between MeCP2 isoforms, using various complementary biophysical, biochemical, and genomic approaches. This work provides a detailed framework for the further understanding of the many fold functional aspects of MeCP2, thus shedding light onto the pathophysiology of Rett syndrome and other neurological disorders.

## Results

### Biophysical characterization of MeCP2 isoforms N-terminal domains

As mentioned in the introduction, the different functionality of the MeCP2 isoforms has long remained controversial. However, there are many indirect hints to suggest otherwise, including a different pattern of expression during mouse brain development (Additional file 1: Fig. S1 A) [11] and various evidences previously mentioned. Interestingly, the two MeCP2 isoforms differ only in their N-terminal domain (NTD) (Fig. 1a), which has been previously described to lack any DNA-specific binding structure, but has the ability to stabilize the neighboring methyl-binding domain (MBD) and its binding to methylated DNA [14, 15]. A partial folding of this unstructured region might contribute to the interaction with double-stranded DNA (dsDNA), thus having a differential impact on E1 and E2 binding properties. Therefore, we decided to compare the different biophysical properties of E1 and E2 NTDs. Constructs consisting of the E1 or E2 specific NTD followed by the MBD were analyzed as previously described [15]. Thermal unfolding studies of E1/NTD-MBD and E2/NTD-MBD (Fig. 1b) indicate that E1 isoform shows a slightly lower mid-transition temperature (temperature at which 50% of the protein is unfolded, *T*_m_) in all situations considered according to the two-state unfolding model (Fig. 1c; Additional file 1: Fig. S1B), showing a slightly lower structural stability.

Following the same trend, E1 isoform also shows a diminished unfolding enthalpy (Δ*H*) (Fig. 1c), indicating a lower cooperativity in the thermal unfolding, suggesting that amino acid residues located at the NTD might be important for the stability of the folded regions located in the MBD. The nature of protein–DNA interactions was further assessed by determining their thermodynamic profile with isothermal titration calorimetry (ITC), considering a single binding site model [15] (Fig. 1d, e). Results show that compared to E2, E1 exhibits ninefold lower binding affinity (higher dissociation constant, *K*_d_) for methylated dsDNA and fivefold lower binding affinity for unmethylated dsDNA, thus resulting in E1 isoform having a slightly lower discrimination capability for methylated/unmethylated dsDNA (Fig. 1e). Strikingly, the main intermolecular DNA-binding driving forces for the two isoforms are of different nature, displaying opposed thermodynamic binding profiles: dsDNA interaction with E1 is enthalpically driven and with E2 is entropically driven; thus, while E1 interacts with favorable binding enthalpy (Δ*H*) and unfavorable binding entropy (−*T*Δ*S*), E2 interacts with negligible binding enthalpy and favorable binding entropy (Fig. 1e). Therefore, the interaction of E1 isoform with dsDNA is mainly driven by specific interactions between the protein and the dsDNA (i.e., hydrogen bonds and electrostatic interactions), and the interaction of E2 isoform with dsDNA is mainly driven by unspecific interactions (i.e., hydrophobic desolvation and steric arrangements). In addition, E1 isoform exhibits a larger binding heat capacity (Δ*C*_P_) and the formation of its complex with dsDNA releases a larger number of protons (*n*_H_). Overall, these observations indicate that the amino acid residues at the N-terminal regions of E1 and E2 NTDs have significant influence not only on protein stability, but also on the interaction with the dsDNA: E1 is slightly less stable and exhibits lower affinity for dsDNA than E2 isoform. Fluorescence recovery after photobleaching (FRAP) data for the two isoforms supports this, with E1 having a more rapid recovery trajectory than E2, suggesting looser binding, although t-half and mobile fractions were not significantly different (Additional file 1: Fig. S1C). These properties could also be reflecting a differential ability of MeCP2 isoforms to interact with other molecules, different turn-over rate, intracellular trafficking, or susceptibility to undergo post-translational modifications.

### Higher MeCP2-E1 protein turn-over in neuronal systems reflects its involvement in dynamic processes

MeCP2 is an intrinsically disordered protein (IDP) [16], thus highly susceptible to proteolytic degradation. The lower affinity of the E1 NTD-MBD region for DNA or its lower folding stability might reflect a higher presence in solution or the occurrence of a larger exposed surface to be targeted for proteasomal degradation [17]. Therefore, we decided to compare the half-lives of the two MeCP2 isoforms in different neuronal systems. The end-terminal amino acid has great impact in protein degradation [18], and thus, we first assessed the N-terminal processing of both proteins. The NTDs were expressed in HEK293T cells, and purified and analyzed by mass spectrometry (MS). Our previous MS sequencing of the N-terminal tael of MeCP2-E1 [5] showed no peptides with N-terminal methionine (NM), indicating complete NM excision (NME) at the first residue (P1) position (Fig. 2a Top panel). Acetylation of the initial alanine residue (P′1) after NME was observed.

In addition, we observed some peptide reads with alanine 1, or alanine 1 and 2, or alanine 1–4, or 1–5 excised and acetylation of the subsequent alanine. For MeCP2-E2, on the other hand, we found reads in which N-terminal methionine (P1 position) is retained and acetylated and few peptide reads with NME and acetylation of the penultimate valine (P’1) (Fig. 2a Bottom panel). All post-translational modifications (PTMs) reported received Ascores of 1000. The complete methionine excision and the presence of alanine as first residues in E1 support a faster turn-over rate of this isoform, compared to the E2 bearing a methionine or valine as N-terminal amino acids [19]. We then decided to test this possibility by performing cycloheximide (CHX) chase assays and Western blot (WB) in three different contexts: undifferentiated SH-SY5Y neuroblastoma cells transfected with E1- and E2-EGFP (enhanced green fluorescent protein) fusion proteins (Fig. 2b), differentiated SH-SY5Y (Fig. 2c), Additional file 2: Fig. S2A), and DIV7 rat cortical neurons (Fig. 2d). These experiments consistently showed a tendency of E1 to be degraded faster than E2, both at the endogenous level and when the isoforms were overexpressed in cell cultures (detected using specific in house-made antibodies, Additional file 2: Fig. S2B). Our results prompted us to investigate if MeCP2 isoforms would show differential behavior in two highly dynamic neuronal settings, the circadian cycle and neuronal activation. First, we took advantage of the system which we reported previously displaying total MeCP2 24 h oscillations [20]. Analysis of frontal cortices obtained at 12 a.m. and 12 p.m. shows a noticeable 30% reduction of E1 protein level at 12 p.m., while E2 levels remain similar at these two times (Fig. 2e). The second scenario involving MeCP2 dynamics was neuronal activation after KCl exposure. Protein levels were measured at different time points after depolarization (55 mM KCl). The inability of the MeCP2-E2 antibody to detect this isoform in rat neurons prompted us to first determine the endogenous levels of total MeCP2 after treatment. Due to the high E1 abundance compared to E2, this mostly corresponds to the E1 isoform. Next, we assessed the two isoforms’ dynamics by transfecting cultured rat neurons with flag-tagged E1 and E2. The results show a fast increase of total MeCP2 levels immediately after KCl treatment followed by a decrease to basal levels at around 4 h after treatment (Fig. 2f). Interestingly, we observe a completely different pattern between MeCP2 isoforms. As expected, E1 shows a trend similar to that of total MeCP2, rapid upregulation upon depolarization that is maintained during 3–4 h, and then, protein levels decrease to reach, in this case, approximately 50% of the initial E1 levels (Fig. 2f). By contrast, E2 shows a stable pattern, exhibiting levels similar to those of non-treated cells throughout the whole duration of the experiment (Fig. 2f). Hence, our data confirm the existence of different dynamics of MeCP2 isoforms that are consistent with a different role of the proteins within the neuronal context.

### Genome-wide distribution of MeCP2-E1 and MeCP2-E2 isoforms

The differences described between E1 and E2 in terms of their affinity for methylated DNA and dynamics might have an influence on and/or reflect a differential genomic distribution. Chromatin immunoprecipitation and sequencing (ChIP-seq) of E1 and E2 in frontal cortices of mice euthanized at 12 a.m. and 12 p.m. showed broad distributions for both isoforms, as previously noted for total MeCP2 (Additional file 3: Fig. S3A and B, [21–23]. 

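Chromatin of the frontal cortex of 4 mice was immunoprecipitated with in-house antibodies against MeCP2-E1, the main neuronal isoform, and MeCP2-E2. Mice 1 and 2 were taken 6 h after first light and mice 3 and 4 at 18 h, which the paper names 12 a.m. and 12 p.m. and the sample labels give as clock hours 12 and 24. Each mouse provided 1 E1 list and 1 E2 list of enriched regions, named islands by SICER, both called against the 5% input of that mouse; the 4 input libraries were not analysed here. The authors sequenced paired-end reads of 75 bp, aligned them to mm10 with BWA 0.5.7 and called islands in each sample on its own with SICER 1.1 at an FDR of 0.001. The paper gives a window of 600 bp and a gap of 200 bp, the deposited lists are marked with a window of 200 bp and a gap of 600 bp, and every island starts on a multiple of 200 bp. In mice 1, 2, 3 and 4, the E1 lists hold 2107, 2007, 2217 and 2586 islands and the E2 lists 1386, 946, 1097 and 814 islands. The sample labels describe a comparison of mouse 1 with mouse 4 and of mouse 2 with mouse 3 for each isoform, and the lists of these partners share 0 islands, whereas lists shuffled along the chromosomes shared between 2.36 and 14.8 on average. Each list therefore holds regions listed for one mouse and not for its partner of the other time. Whether regions enriched in both partners were left out, or listed for the mouse with more signal, cannot be told from the lists. Island numbers and covered lengths thus need not reflect all sequence that an isoform binds. The lists carry a position and a score per island and no read counts, so the depth of each library is unknown here, and a difference in island number can follow depth as well as binding. From the islands, their overlap with genes, features and DNA motifs was computed on GRCm38.p6 with GENCODE M21, and set against 1000 shuffles that kept the chromosome and length of each island.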

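E1 islands were more numerous and covered more of the genome than E2 islands in each of the 4 mice. E1 lists held 2229 ± 253 islands (SD, n = 4 mice) over 7.37 ± 1.31 Mb, and E2 lists 1061 ± 246 islands over 3.72 ± 1.05 Mb, which is 2.10 times the number and 1.98 times the length. Covered sequence ranged from 0.100% of the assembled genome in E2 of mouse 4 to 0.351% in E1 of mouse 1. Islands were 200 to 212000 bp long, with medians of 2200 to 4000 bp in E1 lists and 2600 to 3200 bp in E2 lists. Of the longest islands, some lay over clusters of related genes, and others, such as those of 94800 bp in E2 of mouse 1 and 82800 bp in E2 of mouse 2, on the X chromosome outside protein-coding genes. On chromosome 13, Prl2c3, a gene of the prolactin family, was covered by an island of 196000 bp in E1 of mouse 1 (12774601 to 12970600) and by one of 212000 bp in E2 of mouse 3 (12759601 to 12971600). The Ugt1a cluster of UDP-glucuronosyltransferases on chromosome 1 carried islands of 61200 bp in E1 and 83000 bp in E2 of mouse 1, and Tcp10c on chromosome 17 islands of 104800 bp in E1 of mouse 3 and 64200 bp in E2 of mouse 2. An island lay in or within 3 kb of 726 ± 95.4 protein-coding genes in E1 lists and 335 ± 120 in E2 lists. Bases marked as repeats in the genome made up 35.7 ± 3.43% of E1 islands and 47.1 ± 3.42% of E2 islands. For the number, the covered length, the genes and the repeat share, the exact permutation test of 4 lists against 4 gave p = 0.0286 (two-sided, the smallest p it allows), and with the mouse as a block the exact p was 0.125, the smallest that 4 pairs allow. Partner lists exclude each other, so the 4 lists of an isoform are not independent, which neither these p-values nor the SDs take into account. The 13160 islands merge into 12150 regions, of which 93.0% were called in 1 list and 14 in 4 or more of the 8 lists. Sequence in one list cannot be in the partner's list, so this low recurrence is in part built in and does not measure agreement between mice.

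**Figure D1:**
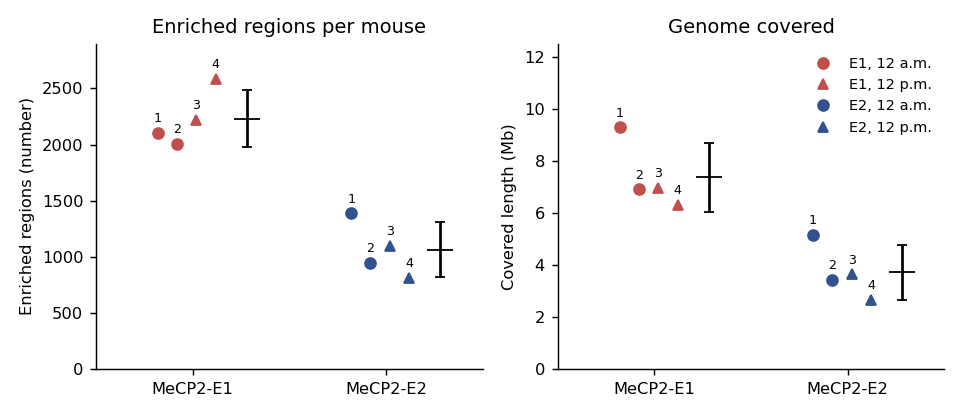
Number of islands (left) and covered length in Mb (right) in the E1 and E2 lists, with 1 point per mouse, and the mean and SD of the 4 mice. In each mouse the E1 list holds more islands than the E2 list.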

The overall distribution of the isoforms along different genomic regions was similar (FDR ≤ 0.001, SICER algorithm: window 600 bp; gap 200 bp; Fig. 3a). 

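Distal intergenic sequence held most islands of both isoforms, 55.6 ± 2.55% (SD, n = 4 mice) of E1 islands and 61.5 ± 1.58% of E2 islands. It was above shuffled islands in 8 of 8 lists, by 1.14 ± 0.0405 times in E1 and 1.23 ± 0.0274 times in E2, with an adjusted p of 0.00533 in each list (empirical permutation test, two-sided, Benjamini-Hochberg over 64 tests). First introns were below shuffled islands in 8 of 8 lists, at 0.807 ± 0.0425 of the shuffled number in E1 and 0.664 ± 0.0518 in E2, as were other introns, at 0.790 ± 0.0445 and 0.690 ± 0.0381. Exons other than the first were below shuffled islands in the E2 lists of mice 1, 2 and 3 and in no E1 list after adjustment. Promoters, taken as 1 kb around a TSS, held 10.4 ± 1.87% of E1 islands and 10.9 ± 1.05% of E2 islands (exact permutation test, two-sided, p = 0.60) and were below shuffled islands after adjustment in E1 of mouse 2 alone, at 0.782 of the shuffled number. 5' UTRs held 0.562% and 0.537% of E1 and E2 islands, 3' UTRs 2.57% and 2.73%, and first exons 0.212% and 0.0722%; of these, 3' UTRs in E2 of mouse 4 alone were past adjustment, at 0.475 of the shuffled number (adjusted permutation p = 0.0265). Between the isoforms, other exons took 9.34 ± 0.331% of E1 and 6.32 ± 0.458% of E2 islands (exact permutation test, two-sided, p = 0.0286; adjusted over the 8 features p = 0.114; 0.125 with the mouse as a block). First introns took 8.57 ± 0.822% of E1 and 6.90 ± 0.719% of E2 islands and other introns 12.8 ± 1.39% and 11.0 ± 0.446%, each with exact p = 0.0571 and an adjusted p of 0.114. Distal intergenic sequence had the same p, with a lower share in E1 in 4 of 4 mice; on autosomes alone, where the difference was -4.52 percentage points, and with the feature read at the island's midpoint, where it was -7.07, its exact p was 0.0286. Thus 0 of the 8 features differed between E1 and E2 at an adjusted p under 0.05 and 1 did so before adjustment. As the exact permutation test cannot give p under 0.0286, a single feature could not pass adjustment over 8. The count of 0 therefore does not show that the shares are alike.

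**Figure D2:**
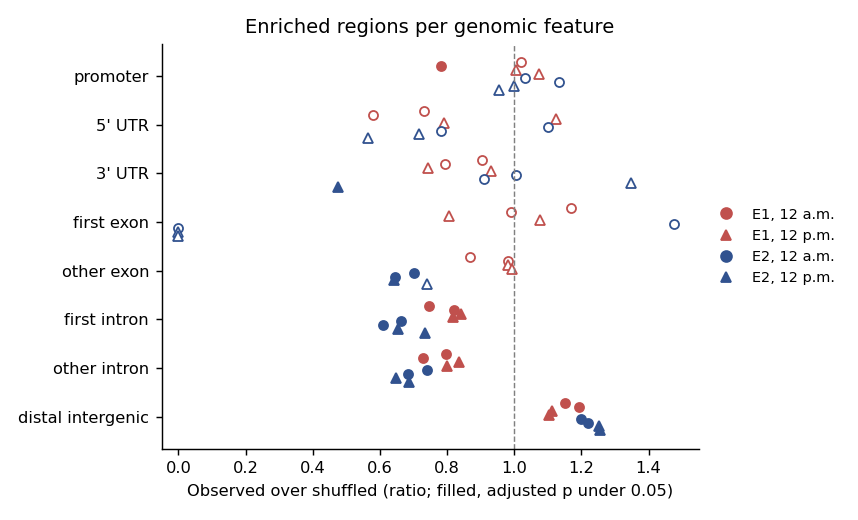
Number of islands in each of the 8 genomic features divided by the mean number in 1000 shuffles, with 1 point per E1 or E2 list and a line at 1. Distal intergenic sequence lies above 1 and both intron classes lie below 1 in all 8 lists.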

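GCTGAGC occurred 20.6 ± 2.23 times per 100 kb of E1 islands and 14.6 ± 2.90 times per 100 kb of E2 islands (SD, n = 4 mice), counting both strands, and was denser in E1 in 4 of 4 mice. GCCACAGCA occurred 2.73 ± 0.202 and 2.09 ± 0.240 times per 100 kb, again denser in E1 in each mouse. CAC, a trinucleotide that MeCP2 binds when its cytosine is methylated, occurred 36.3 ± 1.20 times per kb of E1 islands and 31.1 ± 1.24 times per kb of E2 islands. Outside repeats, the CAC densities lay closer, at 34.4 ± 0.415 and 31.2 ± 1.24 per kb. E1 islands also had a higher GC content in 4 of 4 mice, at 44.4 ± 0.459% against 42.3 ± 1.31%, and 11.2 ± 1.27 CpG per kb against 9.32 ± 1.26. The exact permutation test (two-sided) gave p = 0.0571 for GCTGAGC and 0.0286 for GCCACAGCA and CAC, and after Benjamini-Hochberg adjustment over the 5 measures each of these p-values was 0.0714; with the mouse as a block the exact p of GCCACAGCA and CAC was 0.125. Divided by the number that the base composition of the islands gives, GCTGAGC reached 2.47 in E1 and 2.05 in E2, and GCCACAGCA 5.32 and 4.88 (exact p = 0.0571 and 0.314). This ratio was not computed for the genome, so it does not show enrichment over other sequence. In 200 regions called in at least 2 E1 lists and in no E2 list, GCTGAGC occurred 220 times, or 21.2 times per 100 kb, 1.26 times its density of 16.8 in shuffled regions (empirical permutation test, two-sided, p = 0.0160). In 115 regions called in at least 2 E2 lists and in no E1 list it was at 0.763 of the shuffled density (permutation p = 0.0819). GCCACAGCA was at 1.44 times the shuffled density in those E1 regions and 0.705 in those E2 regions (permutation p = 0.186 and 0.673). These 4 permutation p-values were not adjusted, and the shuffled regions were not matched for GC content. Among islands with a score of at least 60, a threshold chosen after the data were seen, the ratio of GCTGAGC in the E1 regions was 1.17 (permutation p = 0.408).

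**Figure D3:**
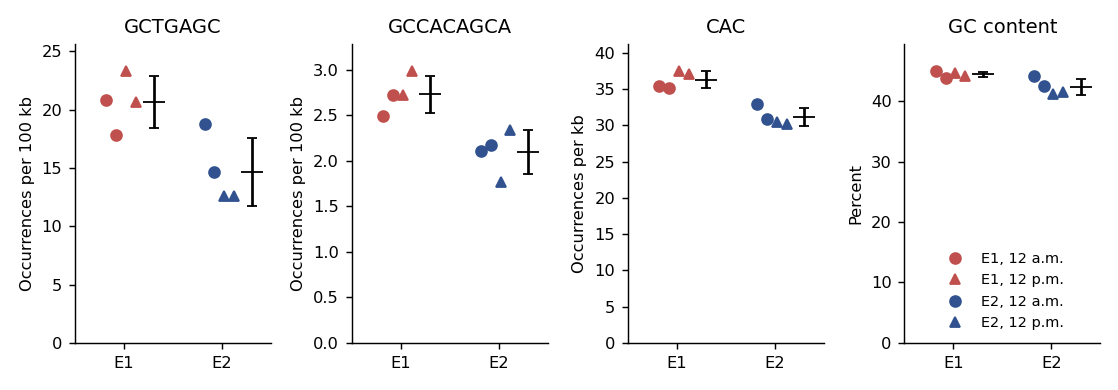
Occurrences of GCTGAGC and GCCACAGCA (per 100 kb) and of CAC (per kb), and GC content (percent), in the sequence of E1 and E2 islands, with 1 point per mouse, and the mean and SD of the 4 mice. E1 means are higher than E2 means in all 4 panels.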

Despite the similar isoform’s general distribution, we were able to identify different significantly enriched binding motifs specific for E1 (using E2 bound peaks as background), GCTGAGC (e-value: 1.2 e−145), and GCCACAGCA (e-value: 2 e−99) indicating a differential binding site preference (Fig. 3b). As MeCP2 has been described to be a transcriptional regulator, we analyzed the distribution of MeCP2 isoforms around transcribed regions. 

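Transcription start sites carried fewer E1 islands than shuffled lists in each of the 4 mice, as did protein-coding genes as a whole. Within 500 bp of the TSS, E1 islands lay at 72, 50, 58 and 47 genes in mice 1 to 4, which is 0.692 ± 0.0522 (SD, n = 4 mice) of the shuffled number, and adjusted p-values were 0.0274, 0.0274, 0.0426 and 0.0160 (empirical permutation test, two-sided, Benjamini-Hochberg over 32 tests). With all islands of a chromosome moved together in place of a shuffle, the TSS was below in 2 of these 4 lists. Within 500 bp of the TES, E1 islands lay at 113, 66, 57 and 63 genes, or 0.90 ± 0.189 of the shuffled number, and were below it after adjustment in mouse 3 alone (0.709, adjusted permutation p = 0.0443). E2 islands lay at the TES of 92, 41, 50 and 22 genes, or 1.21 ± 0.356 of the shuffled number, with ratios of 1.64, 1.18, 1.26 and 0.772, and were above it after adjustment in mouse 1 alone (adjusted permutation p = 0.0160). The number of genes with an island at the TES was 1.3 ± 0.242 times that at the TSS in E1 and 1.50 ± 0.341 times in E2 (exact permutation test, two-sided, p = 0.371). In the flank 1 to 3 kb upstream of the TSS, islands were below the shuffled number in 7 of 8 lists, 3 of them after adjustment, and in the downstream flank in 7 of 8, 4 of them after adjustment; the upstream flank stood at 0.754 ± 0.0967 in E1, near the TSS, so a deficit particular to the TSS is not shown by these numbers. Islands record where a call was made and not the height of the signal, so a profile along genes cannot be drawn from them.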

The average binding profiles of E1 and E2 to regions spanning 1.5 kb upstream of transcription start sites (TSS) to 1.5 kb downstream transcription end sites (TES) demonstrate a consistently similar binding pattern for both isoforms, with a marked depletion at TSS and a peak at TES (Fig. 3c).

**Fig. 3:**
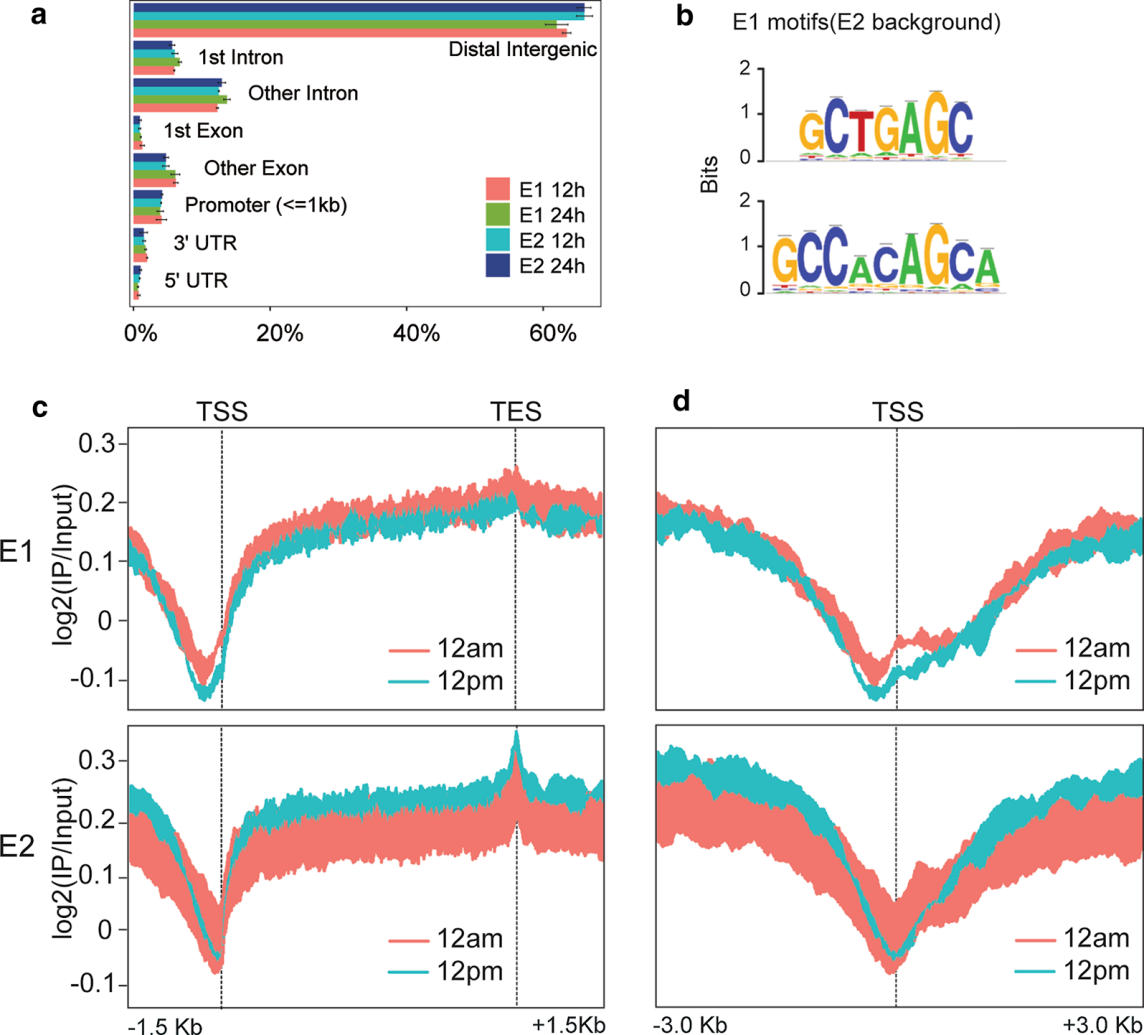
Genome-wide distribution and dynamics of MeCP2 isoforms. **a** Bar plot depicting the distributions of regions enriched in the MeCP2 isoforms across eight defined genomic features. **b** DNA-binding motifs enriched for MeCP2-E1 (and excluding E2) shown as motif logos based on aligned, over-represented patterns found in the binding sites. The overall height of each stack indicates the sequence conservation at that position (measured in bits), whereas the height of symbols within the stack reflects the relative frequency of the corresponding amino or nucleic acid at that position. **c** ChIP-seq average profiles across 3 Kb upstream the TSS and 3 Kb downstream the TES of genic regions occupied by E1 at 12 a.m. and 12 p.m. (top) and E2 at 12 a.m. and 12 p.m. (bottom). **d** Details of the previous representations focusing in a 6 Kb region surrounding the TSS of E1 and E2 bound genes (top and bottom panels, respectively)

Interestingly, a closer inspection around TSS regions (Fig. 3d) revealed a marked depletion of E2 precisely at the TSS. In contrast, the E1 isoform is depleted before the TSS and corresponding to the −1 nucleosome region, with a slight increase on the TSS at 12 a.m. that decreases at 12 p.m. These results suggest a differentiated role of the two isoforms in shaping the chromatin structure around the TSS.

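E2 islands lay within 500 bp of the TSS of 63 genes in mouse 1, 25 in mouse 2, 27 in mouse 3 and 21 in mouse 4, which is 0.811 ± 0.207 (SD, n = 4 mice) of the number in shuffled lists. In mice 1 to 4 the ratios to shuffled lists were 1.1, 0.720, 0.672 and 0.732, of which the last 3 lie in the range of the E1 lists (0.620 to 0.738) but rest on fewer islands. Adjusted p-values were 0.494, 0.211, 0.120 and 0.309 (empirical permutation test, two-sided), so that no E2 list was below the shuffled number after adjustment. The number of genes with an E2 island at the TSS, divided by the mean number with one in the flanks 1 to 3 kb to either side, was 0.791 ± 0.0309 (SD, n = 2 mice) at 12 a.m. and 0.887 ± 0.134 at 12 p.m. (exact permutation test, two-sided, p = 0.667, where 2 mice against 2 cannot give less than 0.333). Such a ratio counts island calls over windows of 1 kb and more and does not resolve single nucleosomes.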

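The ratio of E1 islands at the TSS to those in its flanks was below the shuffled mean in each of the 4 mice, though past the shuffles in none after adjustment. Each flank is wider than the TSS window, so a ratio under 1 alone shows no depletion. The ratio of genes with an E1 island at the TSS to those with one in the flanks was 0.713 in mouse 1 and 0.781 in mouse 2 at 12 a.m., and 0.730 in mouse 3 and 0.623 in mouse 4 at 12 p.m., against shuffled ratios of 0.777 to 0.843. The empirical permutation p (two-sided) was 0.0160 in mouse 1, 0.699 in mouse 2, 0.274 in mouse 3 and 0.0220 in mouse 4 before adjustment, and the smallest p after Benjamini-Hochberg adjustment over the 8 lists was 0.0879. The means of the times were 0.747 ± 0.0484 and 0.676 ± 0.0757 (SD, n = 2 mice; exact permutation test, two-sided, p = 0.667). Over both times the ratio was 0.712 ± 0.0661 in E1 and 0.839 ± 0.0968 in E2 (SD, n = 4 mice; exact permutation test, two-sided, p = 0.0571, or 0.250 with the mouse as a block). With islands of a score of at least 60, a threshold added after the data were seen, E1 minus E2 was 0.0441 (exact permutation p = 0.914) in place of -0.128.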

We then clustered the genes based on their MeCP2 occupancy. Heatmap clusters and profiles for the log2 ratio plots failed to reveal any differential binding of the isoforms to specific gene clusters (data not shown); however, we detected daily differences for each isoform occupancy throughout gene bodies (Fig. 4a). For instance, E1 cluster 1 showed a flat profile at 12 a.m. and an increased binding at 12 p.m. 

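E1 and E2 lists of one mouse shared about as many islands as lists of one isoform from mice of the same time, and lists that were not of partners shared 3.40 to 29.7 times the number that shuffled lists did. An E1 and an E2 list of the same mouse, which were called against the same input, shared 64.5 ± 27.0 islands (SD, 4 pairs; 30 to 86). Lists of one isoform shared 63.5 ± 16.0 islands within a time (4 pairs; 48 to 84) and 44.25 ± 19.8 between times (4 pairs that were not partners; 27 to 66). The mean Jaccard index, shared over joint length, was 0.00936 within isoforms and 0.0136 between them (exact permutation test over 35 splits of the 8 lists, one-sided, p = 0.857; 0.686 without the partner lists, which share none). Regions called in both mice of one time and in neither mouse of the other were then counted for each isoform. E1 had 80 such regions at 12 a.m. and 46 at 12 p.m., and 64 and 53 regions were shared in the same way across times by mice 1 and 3 and by mice 2 and 4, a ratio of 126 to 117, or 1.08. E2 had 53 at 12 a.m. and 65 at 12 p.m. against 26 and 27 across times, a ratio of 118 to 53, or 2.23. On autosomes E2 had 100 regions within a time and 40 across times, and among autosomal islands with under 50% repeat bases, a filter added after the data were seen, 20 and 15. Shuffled lists gave on average 2.27 to 13.6 regions for any of these pairs of mice. Since partner lists share no island, sequence called in both mice of any such pair cannot be called in the others. That absence is thus not a result. The exact permutation test of 2 mice against 2 cannot give p under 0.333, and differences between times cannot be separated from differences between mice.

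**Figure D4:**
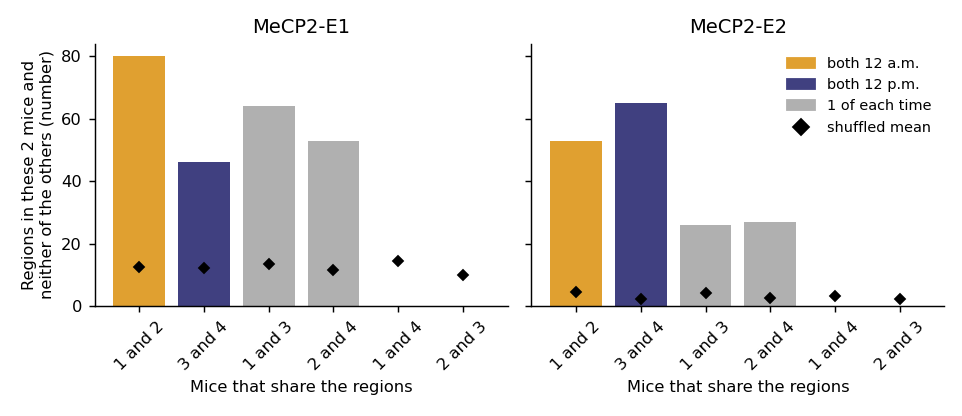
Number of regions called in both mice of a pair and in neither other mouse, for pairs of one time (12 a.m. or 12 p.m.) and pairs with 1 mouse of each time, in E1 (left) and E2 (right); diamonds show the mean of 1000 shuffles. The partner pairs, mice 1 and 4 and mice 2 and 3, share 0 regions.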

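E1 lists held islands in or within 3 kb of 659 ± 82.0 protein-coding genes at 12 a.m. and 793 ± 50.9 at 12 p.m. (SD, n = 2 mice), and both 12 p.m. mice exceeded both 12 a.m. mice (exact permutation test, two-sided, p = 0.333, the smallest p that 2 against 2 allows). This largely follows the number of islands, since divided by the shuffled number of genes the means were 0.711 ± 0.0416 and 0.747 ± 0.00992 (exact p = 0.667). Among genes over 100 kb, E1 islands lay at 305.5 ± 19.1 genes at 12 a.m. and 371 ± 29.7 at 12 p.m. (exact p = 0.333). In both mice of 12 a.m. and in neither of 12 p.m., E1 was called over the start of Prf1, the gene of the pore-forming protein perforin (chromosome 10, 61296801 to 61301400), in an intron of Cdh18, a neuronal cadherin (chromosome 15, 23244201 to 23248200), and in an intron of Dlg2, a postsynaptic scaffold gene (chromosome 7, 92230401 to 92234200). In both mice of 12 p.m. and in neither of 12 a.m., E1 was called at the promoter of Tlr5, the receptor for flagellin (chromosome 1, 182954801 to 182958000), and 15520 bp from Bbs9, a gene of the Bardet-Biedl protein complex (chromosome 9, 22903801 to 22907600). A further 12 p.m. region lay in an exon of the antisense transcript 9530036O11Rik, 242344 bp from Shh, the gene of the morphogen Sonic hedgehog (chromosome 5, 28709601 to 28713200). Since partner lists share no island, sequence called in both mice of one time cannot be called in either mouse of the other. The absence of these regions at the other time therefore follows from how the lists were made. E1 lists held 2057 ± 70.7 islands at 12 a.m. and 2402 ± 261 at 12 p.m. (exact p = 0.333), covering 8.10 ± 1.69 and 6.64 ± 0.472 Mb (exact p = 0.667).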

(Figure 4b). 

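E2 lists held islands in or within 3 kb of 387.5 ± 169 protein-coding genes at 12 a.m. and 282.5 ± 60.1 at 12 p.m. (SD, n = 2 mice; exact permutation test, two-sided, p = 0.667). The E2 region called in both 12 a.m. mice that ranked highest by score lay over the ribosomal RNA gene CT010467.1 and the noncoding genes Gm26917, Gm42418 and AY036118 on chromosome 17 (39841201 to 39849000, 58.8% GC), and E1 was called there in mouse 1. The next 4 E2 regions of 12 a.m. lay on the X chromosome, 9933 bp from Btbd35f10, 61014 bp from Btbd35f4, 85267 bp from Spin2g and 33051 bp from Btbd35f14, members of gene families with many copies on X. Mice 1 and 2 are labelled female and mouse 4 male. Mouse 3, labelled female, had 12 E2 islands on X against 214 in its partner, mouse 2. For regions on X, the time thus cannot be told apart from sex. At 12 p.m., the highest-ranked E2 regions included introns of Slc22a22, a solute carrier gene (chromosome 15, 57419801 to 57421600), and of Frem3, an extracellular matrix gene (chromosome 8, 80638401 to 80641000), and an intergenic region of chromosome 5 (10452201 to 10454600). Repeat bases made up 100% of both intron regions and 99.9% of the intergenic one. At the Slc22a22 region E1 was also called in mouse 3. On autosomes, 46 of 61 E2 regions of 12 p.m. and 10 of 39 of 12 a.m. had over 90% repeat bases, with medians of 100% and 64.8%. Of these autosomal regions, 15 of 61 and 8 of 39 were also called in an E1 list of the same mice. E2 lists held 1166 ± 311 islands at 12 a.m. and 956 ± 200 at 12 p.m. (exact p = 0.667), covering 4.29 ± 1.24 and 3.15 ± 0.690 Mb (exact p = 0.667).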

In the case of E2, cluster 4 exhibited an increased binding at 12 p.m. compared to 12 a.m., while cluster 5 displayed lower binding at 12 p.m. (Figure 4c). Functional pathways associated with genes present in each cluster were analyzed using the Kyoto encyclopedia of genes and genomes (KEGG) (Fig. 4d left graphs). All three clusters were enriched in genes related to sensory transduction like olfaction or taste, and with histone proteins (E1 was associated with genes encoding H2A family members (*p* value: 1.16 e^−06^) and E2 mainly with members of the histone cluster 1 (cluster 4 *p* value: 1.65 e^−13^ and cluster 5 *p* value: 2.23 e^−27^). 

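Olfactory receptor genes carried fewer E1 and more E2 islands than shuffled lists on average, and neither isoform was past its test in any list after adjustment. Of 1093 olfactory receptor genes, 67 had an island in or within 3 kb of the gene in at least 1 of the 8 lists. E1 islands lay at 6, 6, 15 and 11 of them in mice 1 to 4, or 0.608 ± 0.247 (SD, n = 4 mice) of the shuffled number, and E2 islands at 9, 6, 12 and 7, or 1.27 ± 0.359. Both 12 p.m. mice had more in E1 than both 12 a.m. mice, 13 ± 2.83 against 6 ± 0 (SD, n = 2 mice; exact permutation test, two-sided, p = 0.333). Olfr239 on chromosome 17 was called in 3 lists (E1 of mouse 2, E2 of mice 1 and 2), and Olfr101, Olfr129 and Olfr1459 in 2 lists each. Of 38 taste receptor genes and 67 replication-dependent histone genes, 0 had an island in any list, where shuffled lists summed over the 4 mice gave 1.40 and 2.96 genes with an E1 island and 0.594 and 1.36 with an E2 island. With so few genes expected, a count of 0 could not pass the empirical permutation test in any list. No deficit can be read from it. Of the genes that the paper shows for its clusters in Fig. 4d, none had an island within 3 kb. The nearest island lay 36717 bp from Olfr52, 180720 bp from Olfr786, 58530 bp from Olfr1510, 618095 bp from Rps3 (a ribosomal protein of the small subunit), 95563 bp from Rpl7a (one of the large subunit) and 109412 bp from Hist1h4b (a histone H4 gene). Of the 19 gene lists in 8 samples, 8 of 152 tests had an adjusted p under 0.05 (empirical permutation test, two-sided, Benjamini-Hochberg), and 13 had an unadjusted p under 0.05; all 8 were genes over 100 kb, which carried fewer islands than shuffled in each list, at 0.719 ± 0.0255 in E1 and 0.591 ± 0.0549 in E2 (adjusted p = 0.0380). All protein-coding genes together were below shuffled islands too, at 0.729 ± 0.0323 in E1 and 0.682 ± 0.0827 in E2, in part the same genes. Divided by the ratio of the other protein-coding genes of the same list, a comparison chosen after the data were seen, genes over 100 kb stood at 0.976 ± 0.0423 in E1 and 0.774 ± 0.0650 in E2 (exact permutation test, two-sided, p = 0.0286, or 0.125 with the mouse as a block), and were below 1 in 4 of 4 E2 lists, past adjustment in mice 1 and 2 (adjusted permutation p = 0.00799) and in no E1 list. Among islands with a score of at least 60 this difference, E1 minus E2, was 0.0368 (exact p = 0.60). These counts cover islands that partner mice did not share, and the k-means clusters of the paper were not used here.

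**Figure D5:**
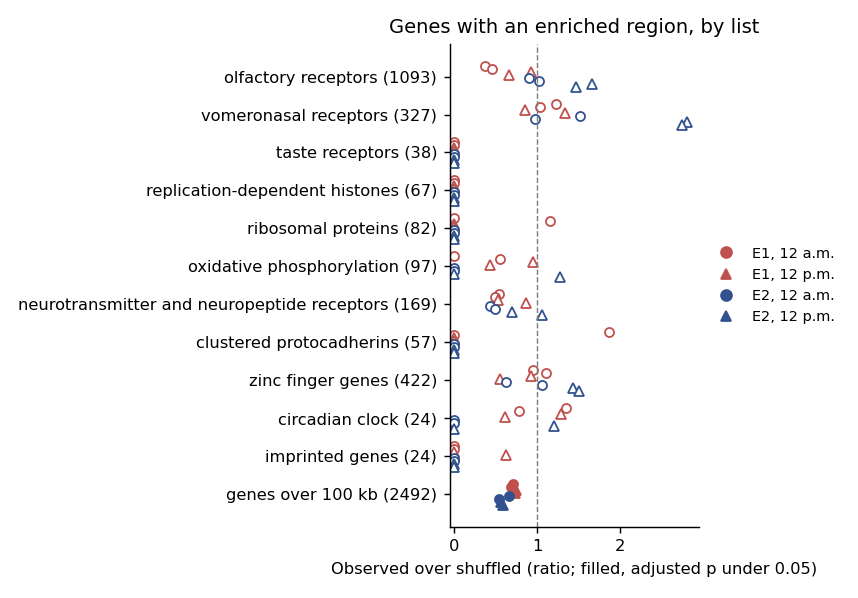
Number of genes with an island in or within 3 kb, divided by the mean number in 1000 shuffles, for 12 gene lists, with 1 point per E1 or E2 list and a line at 1. Genes over 100 kb lie below 1 in all 8 lists, as do all protein-coding genes together, which are not drawn.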

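Of 169 genes of neurotransmitter and neuropeptide receptors, 32 had an island in at least 1 list. E1 islands lay at 8.25 ± 3.2 of these genes per mouse and E2 islands at 4.5 ± 1.29 (SD, n = 4 mice), more in E1 in 4 of 4 mice (exact permutation test, two-sided, p = 0.0571; adjusted over 19 lists p = 0.362). Relative to shuffled lists, which take the number of islands into account, E1 stood at 0.606 ± 0.175 and E2 at 0.674 ± 0.284, below 1 as were all protein-coding genes together, and no list passed after adjustment. Grid2, a delta glutamate receptor gene that spans 1448448 bp of chromosome 6, was called in 7 of 8 lists, all but E1 of mouse 1. Grik4, a kainate receptor subunit gene on chromosome 9, was called in E1 of mice 2, 3 and 4 and in no E2 list, while Grik1, another kainate receptor subunit gene, and Glra1, a glycine receptor subunit gene, were each called in 2 E1 lists and 1 E2 list. Of 82 ribosomal protein genes, 1 had an island: Rpl24 on chromosome 16, within 3 kb outside the gene, in E1 of mouse 2. No ribosomal protein gene had an E2 island in any of the 4 mice, where shuffled lists gave 1.99 genes summed over the mice, against 3.98 for E1, so that these numbers are too small to show a deficit.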

MeCP2 isoform-specific enrichments were related to neuroactive ligand–receptor interaction in E1 and ribosomal proteins in E2. 

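Genes of oxidative phosphorylation stand here for the KEGG pathways of Huntington, Parkinson and Alzheimer disease, which share many such genes. The list used also holds assembly factors and may not match the gene sets of those pathways. Of its 97 genes, 3 had an island in any list. Ndufaf2, an assembly factor of complex I on chromosome 13, was called in E1 of mice 2 and 3 and in E2 of mouse 4. Cox7b2, a subunit of cytochrome c oxidase on chromosome 5, was called in E1 of mouse 3, and Uqcc1, an assembly factor of complex III on chromosome 2, in E1 of mouse 4. Per list this is 1 ± 0.816 genes in E1 and 0.25 ± 0.5 in E2 (SD, n = 4 mice; exact permutation test, two-sided, p = 0.371), and 0 at 12 a.m. and 0.5 ± 0.707 at 12 p.m. in E2 (n = 2 mice; exact p = 1). No list was above or below shuffled islands after adjustment or at an unadjusted p under 0.05.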

Interestingly, cluster 5 contains several genes associated with the neurodegenerative diseases Huntington (*p* value: 4.17 e^−08^), Parkinson (*p* value: 9.87 e^−06^) and Alzheimer (*p* value: 9.15 e^−06^). ChIP-qPCR validations of randomly selected genes of each cluster confirmed the general trends observed in our ChIP-seq-analysis, despite the very slight variations of the isoforms’ occupancies during the day (Fig. 4d right graphs). Overall, our results suggest that beyond the common functions in which both isoforms are involved, they regulate different sets of genes and display distinct dynamics on their genomic occupancy, reinforcing the existence of non-overlapping roles.

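Regions called in at least 3 lists of one isoform and in no list of the other numbered 2 for E1 and 0 for E2. The first E1 region spans 7400 bp of chromosome 7 (36110001 to 36117400), 306997 bp from Zfp507, the nearest protein-coding gene, and was called in mice 2, 3 and 4. The second lies in the first intron of Cntnap5a, a gene of the contactin-associated protein family, on chromosome 1 (115885201 to 115890800), has 97.8% repeat bases and was called in mice 1, 2 and 3. Since partner lists share no island, a region can reach 3 lists of one isoform only where neighboring islands of different lists join. This lowers the number for a split of the lists by isoform. Another split of the 8 lists gave 40 regions, but for that reason the splits cannot decide on chance, which is not excluded. In both E1 and E2 lists 537 regions were called. At the level of genes, Zfp407, a zinc finger gene, and Rora, a nuclear receptor gene of the circadian clock, had an island in or within 3 kb in 4 of 4 E1 lists and in no E2 list, and Vmn2r38, a vomeronasal receptor gene, in 4 of 4 E2 lists and in no E1 list; in the gene body alone Vmn2r38 had one in 3 E2 lists, and in all there were 9 such E1 genes and 1 such E2 gene, where shuffled lists gave 5.65 and 0.11 on average. With islands of a score of at least 60 there were 3 and 0, and with the 814 highest islands by score of each list 0 and 1, both settings added after the data were seen. Zfp934 and Zfp935, in a zinc finger cluster of chromosome 13, were each called in 3 E1 and 2 E2 lists. Their annotations overlap, and these calls rest largely on the same islands. From its ChIP-seq data the paper proposes that E1 and E2 share functions but also act on different genes and differ in how their occupancy moves over the day.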

**Fig. 4:**
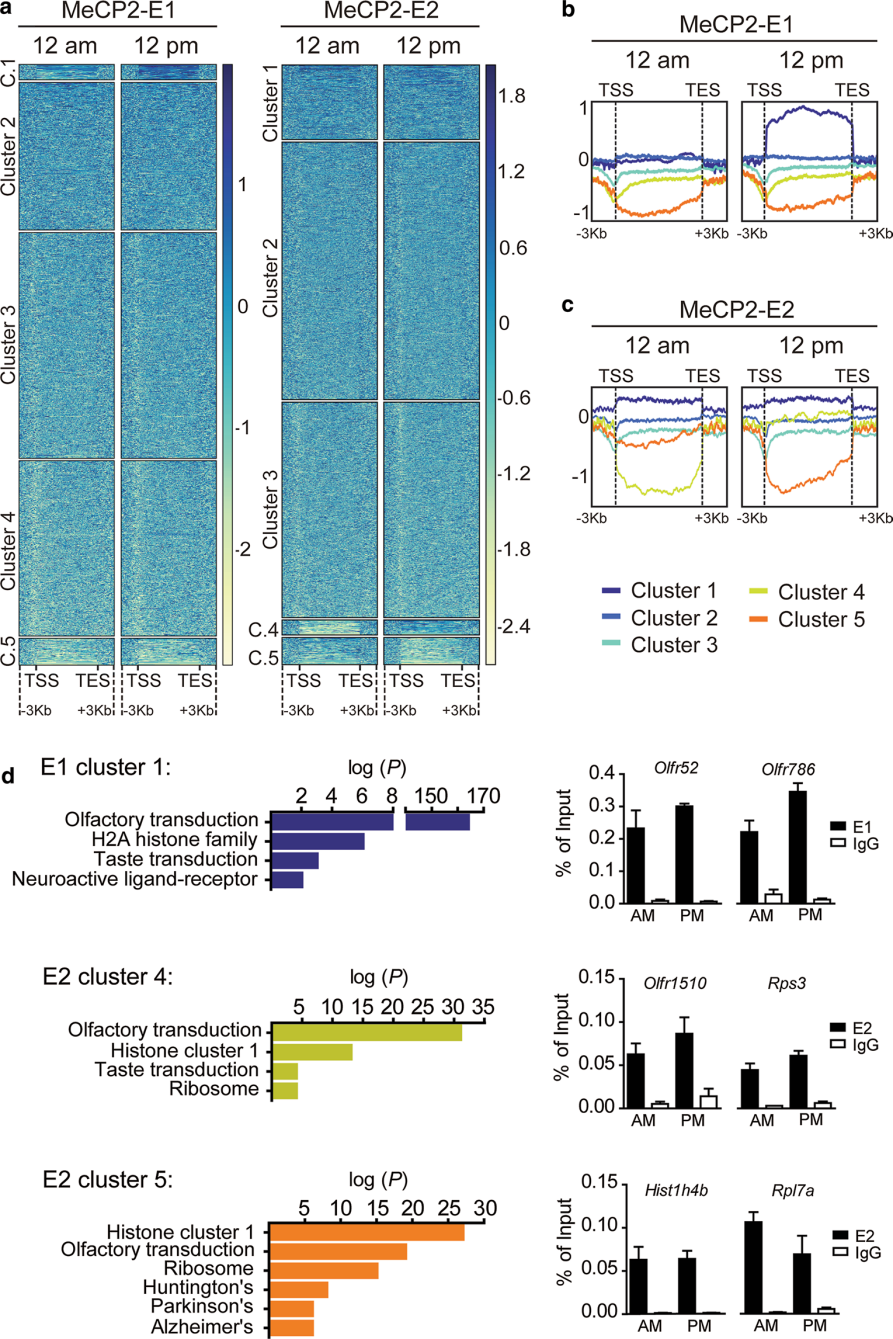
MeCP2-E1 and E2 isoforms display diurnal dynamic genomic binding. **a** Heatmaps representing the log2 ratios obtained for E1 and E2 ChIP experiments; each column is divided into five clusters using the k-means algorithm. Protein occupancy is represented by color intensity, where the darker the color, the higher the protein enrichment. **b** Comparison of E1 enrichment at 12 a.m. vs. 12 p.m. showing occupancy differences in different clusters of interest. **c** Heatmap depicting the E2 12 a.m. vs. 12 p.m. shows a dynamic binding in clusters 4 and 5 (yellow and orange, respectively). **d** Left graphs: top-enriched functional pathways (−log10 (*P*)) of genes included in dynamic E1 and E2 gene clusters [Kyoto encyclopedia of genes and genomes (KEGG)]. Right graphs: ChIP-qPCR results validating MeCP2-E1 and E2 variations in occupancy of genes included in each of the gene clusters obtained

### MeCP2-E1 and E2 protein partners

IDP proteins are characterized by their inability to acquire a stable secondary structure when free in solution. This confers the structural flexibility that enables them to serve as scaffolds for the recruitment of partners and thus function as interacting hubs [24]. Interestingly, IDPs, including MeCP2, usually acquire ordered structures upon binding to their interacting partners, allowing the exposure of molecular recognition features (MoRFs) to further make contacts with other molecules [25, 26]. Thus, the possibility exists that the aforementioned E1 and E2 differences in unfolding temperature and affinity for DNA could expose differential interacting surfaces. These attributes together with their previously discussed expression patterns [3, 4, 27] raise the possibility that E1 and E2 might be involved in non-overlapping molecular functions that perhaps could be defined through the identification of their protein interactors. Therefore, we decided to perform a comprehensive proteomic analysis to look for MeCP2-E1 and E2 protein partners. Endogenous E1 and E2 from whole brain lysates were immunoprecipitated, using normal rabbit IgG and blocking of E1 and E2 antibodies with blocking peptides were used as negative controls. Co-immunoprecipitated proteins were separated by SDS-PAGE and different gel fractions sectioned for protein identification by mass spectrometric analysis (Fig. 5a).

**Fig. 5:**
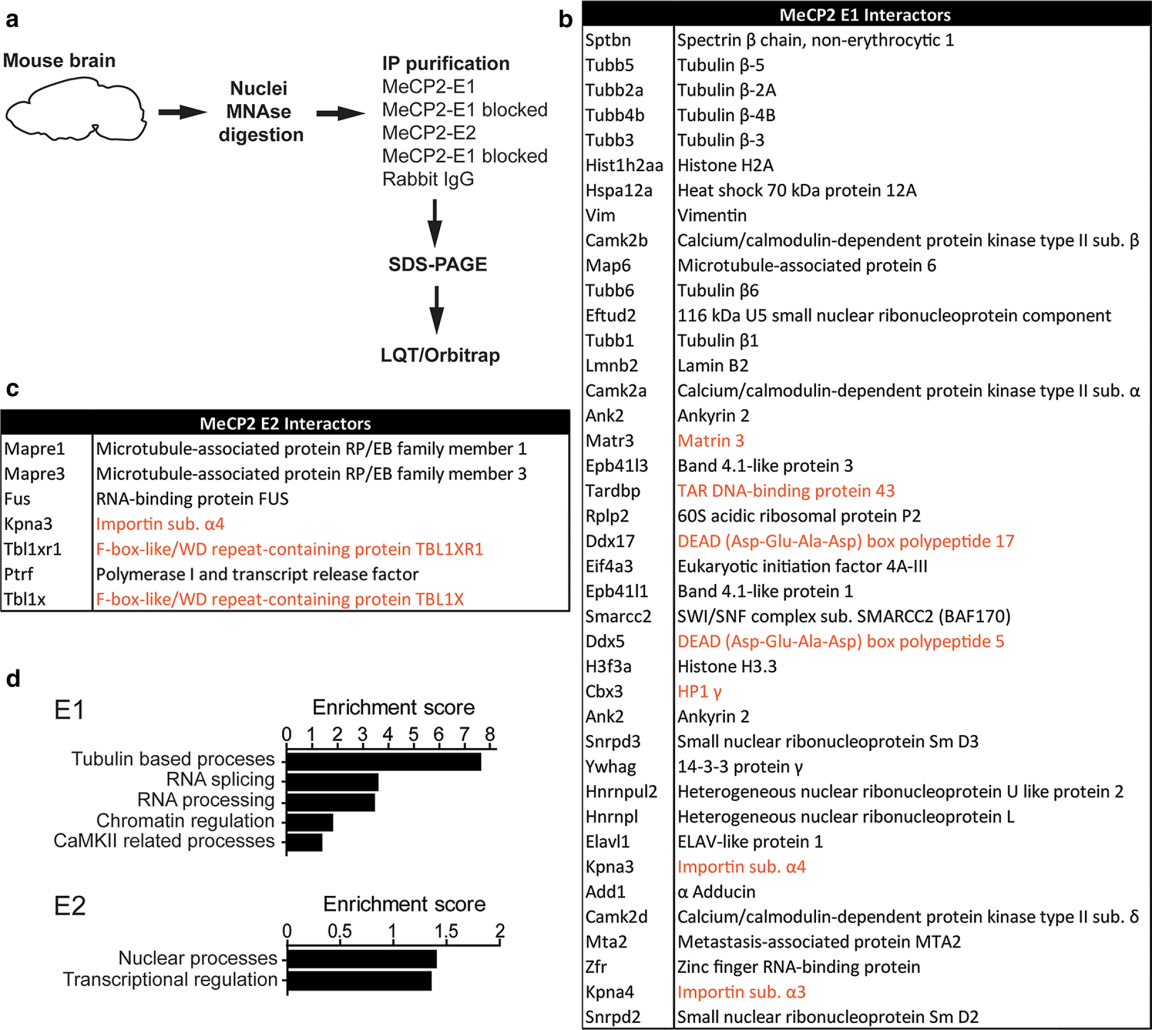
MeCP2-E1 and E2 interacting proteins. **a** Schematic workflow of the proteomic analysis. **b**, **c** Proteins partners identified for each isoform. **d** Selected pathways enriched in E1 and E2 interacting proteins as identified by functional clustering (DAVID Gene Ontology Bioinformatics Resources). Newly identified interactors are shown in black and previously identified interactors are highlighted in orange

We chose proteins identified by at least 2 significantly matching peptides which were absent from the negative controls. This filter rendered 40 interacting proteins for the E1 isoform and 7 for E2 (Fig. 5b, c). As a good validation for our approach, we detected several previously described MeCP2 interactors (Fig. 5b, c, interactors highlighted in orange [28–34]).

Functional clustering of co-eluted proteins (DAVID [35]) uncovered functional enrichments, especially for E1 (Fig. 5d). E1 co-eluted proteins are highly enriched for β-Tubulins, the building blocks of microtubules, and microtubule-associated proteins such Adducin 1 (Add1) or microtubule-associated protein 6 (Map6). Importantly, microtubule assembly initiates from the centrosome, organelle associated with MeCP2 function in microtubule stability, and mitotic spindle organization [36–38]. Proteins related to mRNA splicing and mRNA processing were also highly represented among E1 partners (for example, 116 kDa U5 small nuclear ribonucleoprotein component [Eftud2], Heterogeneous nuclear ribonucleoproteins L [Hnrnpl] or DEAD (Asp-Glu-Ala-Asp) box polypeptides 5 and 17 [Ddx5 and Ddx17]). MeCP2 functions on RNA splicing or mRNA processing have been previously described [33, 39, 40], but still lack deep investigation. As we expected, functions related to chromatin regulation are also enriched among MeCP2-E1 partners, as we found the nucleosome-core histone H2A and the variant H3.3, the chromatin regulators Brg1 associated factor 170 (BAF170), member of the switch/*sucrose* non-fermenting (SWI/SNF) complex, and MTA2, subunit of the nucleosome remodeling deacetylase (NuRD) complex [41]. Functional network analysis (STRINGv10 [42]) revealed a higher than expected number of connections between all E1 and E2 interactors (Additional file 4: Fig. S4; *p* value < 0.001), and suggests the participation of E2 in processes similar to those involving E1, but through the interaction with a different set of protein partners. In this regard, among E2 interactors, we found the microtubule-associated protein RP/EB family members 1 and 3 (Mapre1 and Mapre3), important for microtubule organization [43]. The E2 interactor fused in sarcoma (FUS) is involved in mRNA processing, with *Mecp2* being one of its known target genes [44]. In the chromatin regulation group, we found that E2 specifically interacts with two recently described MeCP2 protein partners: Transducin-β-like 1 (Tbl1) and Tbl1-related 1 (Tbl1r1), components of the nuclear receptor co-repressor (N-CoR) complex [28, 29]. Interestingly, E2 also interacts with the polymerase I transcription and release factor (Ptrf), and protein involved in ribosomal DNA (rDNA) transcription [45].

E1 co-eluted proteins include spectrin β1, lamin B2, the band 4.1 proteins B and N, and matrin 3 (the latter was previously reported to interact with E1 in neuronal nuclei [31]), components of the nuclear matrix [46], classically defined as a fibrogranular structure which consists of nucleoskeleton/nuclear lamina networks and associated proteins [47, 48]. Of note, one of the best characterized components of the nuclear matrix is the attached region-binding protein (ARBP), a chicken MeCP2 orthologue [49] that binds methylated DNA within matrix attachment region (MAR) elements [48, 50].

Overall, the lack of shared protein partners by the MeCP2-E1 and E2 isoforms suggests their involvement in similar general mechanisms like RNA processing, chromatin control of transcription, or microtubule regulation, but performing non-redundant functions through the interaction with different partners.

## Discussion

The existence of mutations affecting only the MeCP2-E1 isoform in Rett patients [e.g., p.Ala2Val; [13, 51]] suggest that endogenous E2 expression cannot compensate for the lack of functional E1. An important question thus arises as to whether this is simply related to the lower levels of E2 found in neurons [27] or it is due to the existence of E1-specific functions that cannot be provided by the E2 isoform. The different cellular distribution of the two isoforms and their distribution during brain development (Additional file 1: Fig. S1) also suggest a different functionality.

The NTD is the only structural feature that differs between the two MeCP2 isoforms, and currently, there is a lack of information regarding any potential functional difference between E1 and E2 NTDs. The NTD of these isoforms has generically been described as a highly disordered region able to acquire secondary structure, as demonstrated by the coil-to-helix transitions exhibited in the presence of hydrogen-bond stabilizers [26]. Such conformational transitions contribute to enhancing the MBD affinity for DNA [14]. To the best of our knowledge, the biophysical characterization of the interaction of NTD-MBD fragments of the two MeCP2 isoforms with DNA is the first of its kind (Fig. 1). Most of MeCP2 functions rely on its ability to bind nucleic acids, and in this regard, these results uncover a fundamental ninefold difference in affinity for DNA of E2 over E1 isoform. This could be one of the basic structural features responsible for shaping the functional discrepancies between the isoforms.

The main differences observed here between the MeCP2 isoforms can be summarized as follows: E1 (the major isoform of MeCP2 in neurons) shows a lower DNA-binding affinity and a lower structural stability (Fig. 1). E1 also exhibits a higher basal degradation rate in various neuronal settings and enhanced dynamic fluctuations of protein levels via diurnal rhythm oscillations and neuronal depolarization (Fig. 2). Within a neuronal context, these attributes are especially interesting given the peculiar chromatin relationship between MeCP2 and the linker histone H1 in this tissue. Under normal conditions, neurons express MeCP2 to near histone-octamer levels and contain half the amount of H1. By contrast, when MeCP2 is not expressed, H1 returns to the levels which are observed in other somatic tissues [52]. Therefore, it is likely that MeCP2-E1 could function within this setting as a DNA-methylation-dependent highly dynamic linker histone, needed to allow for rapid chromatin structural changes in response to external stimuli. This is particularly important in neurons, given their versatile ability to readily modify gene expression as a result of their unique methylome [53, 54].

In this regard, signal transduction from the cell surface to the genome often relies on the cytoskeleton–nucleoskeleton–chromatin interconnection [46]. Importantly, we have identified MeCP2-E1 and E2 protein partners associated with every part of this system: the cytoskeleton (i.e., tubulins, Map6, and Mapre1 and 3), nuclear envelope/matrix-associated proteins (Lamin B2, Band 4.1 proteins, Spectrin, or Matrin 3), and chromatin (histone proteins, Hp1γ, Mta2, or Baf170) (Fig. 5). Our findings open up the possibility of MeCP2 functioning as an important player in signal transduction. In particular, E1 could play a prominent role in the neuron-specific nucleoskeleton–chromatin connection, due to its remarkable abundance and the dynamism observed upon the application of external stimuli such as neuronal depolarization.

Because of its higher abundance, E1 appears to exhibit a more dynamic behavior; however, E2 also exhibits an oscillating genomic-binding nature. Surprisingly, most of the daily MeCP2 isoform-binding differences observed overlap with genes encoding for sensorial receptors, such as olfactory (ORs) and taste (TASRs) receptors (Fig. 4d). This seemingly counterintuitive result is very interesting as preliminary observations have shown expression of ORs and TASRs in brain regions not related to the direct detection of odors and flavors [55]. The study of the so-called “ectopic ORs” (outside olfactory epithelium) is in its infancy, but apparently, they act as chemoreceptors which are important to maintain cellular homeostasis, and some of them are able to activate complex cellular responses mediated by neurotransmitters or hormones [55]. The expression of olfactory receptors has been described to be upregulated in MeCP2 KO mice and downregulated in mice overexpressing the protein. These data support a potential role for MeCP2 in transcriptional regulation of these genes in different regions of the brain structures such as cerebellum, amygdala, and hypothalamus [21]. More importantly, the expression of these receptors in brain is altered in neurodegenerative diseases such as Parkinson’s, Alzheimer’s and in prefrontal cortex in schizophrenia [55], disorders in which MeCP2 expression has been also observed to be dysregulated [16]. Our ChIP-seq results reinforce this MeCP2 function and add a dynamic component to it.

Quite unexpectedly, all gene clusters displaying dynamic diurnal binding of the two MeCP2 isoforms were also enriched in gene-encoding replication-dependent (RD) histones. Expression of RD histones has been recently detected in terminally differentiated cells and tissues, including neurons and brain [56, 57]. Some of these genes encode histone isotypes with a certain sequence divergence [56], and could possibly affect the histone interactions within the nucleosome. Further analyses will be required to assess if MeCP2 has any regulatory effect on the expression of such genes, but it is tempting to speculate a possible role in the generation of variant nucleosomes present in adult brain [56].

An additional distinctive function for MeCP2-E2 which could be inferred from our results has to do with ribosomal gene expression regulation. Our co-immuno-precipitation experiment demonstrated the interaction of E2 with Ptrf (Fig. 5c). Transcription of ribosomal genes has been reported to be dependent on the DNA methylation status [58] and occurs through the formation of nucleotide loops linking initiation and termination gene regions, process in which Ptrf participation is essential [45]. Our ChIP-seq results provide evidence for a dynamic MeCP2-E2 genomic binding to ribosomal genes (Fig. 4). In support to our results, MeCP2 has been previously linked to nucleolar changes during neuronal maturation [59].

Another observation made through our ChIP-seq analysis is that the two isoforms possess significant differences in DNA-binding site preference; E1 targets are significantly enriched for the DNA motifs GCTGAGC and GCCACAGCA. Interestingly, the latter motif contains the trinucleotide CAC, described by Lagger and colleagues to be, when methylated, a high affinity-binding site for MeCP2 in brain [22].

## Conclusion

Overall, the present work provides support to the notion that Rett syndrome arises from the simultaneous impairment of different cellular functions involving both MeCP2 isoforms. For instance, mutations of E1 may have a larger impact in neuronal chromatin structure and stimuli-dependent gene expression dynamics. We have previously described in *MeCP2* KO mice a decrease in the circadian gene oscillations of the brain-derived neurotrophic factor (*Bdnf*) and somatostatin (*Sst*) genes [20]. By contrast, similar mutations in E2 could be involved in the deregulation of ribosomal expression or microtubule control.

The seemingly contradictory literature available to date regarding the degree of functional overlapping of MeCP2 isoforms is likely the result of the lack of studies carried out on the endogenous native proteins. Overall, our results provide strong support for the existence of both different and overlapping functions between the two. Importantly, our study uncovers some functional aspects of MeCP2 that were previously unknown. It opens the door to further investigation that will be helpful to understand the role of this complex protein in the healthy state and the consequences of its deregulation in Rett syndrome and other neurological disorders.

## Methods

### Animals and cell lines

The *Mecp2*-null mouse strain [60] was purchased from Jackson Laboratories (003890B6.129P2(C)-Mecp2 < tm1.1Bird >/J), maintained on a CD1 background, and genotyped as described in [61]. C57BL/6 mice and Sprague–Dawley rats were maintained under standard animal house conditions (12 h dark–light cycles on ad libitum food and water intake). Cortical primary neurons were prepared from Sprague–Dawley rat embryos as described previously [62]. For depolarization assay, neuronal activity was blocked by pre-treatment of the cells with 1 mM tetrodotoxin (TTX), 100 mM DL-2-amino-5-phosphonovalerate (APV), and 20 mM 6-cyano-7-nitroquinoxaline-2, 3-dione (CNQX). Depolarization was achieved by 30 min exposure to 55 mM KCl in Tyrode buffer. Transfections with plasmids expressing Flag-MeCP2 isoforms (kind gift from Angus Wilson [63]) were performed using the Amaxa rat neuron nucleofector kit (Lonza) following the manufacturer’s instructions.

Human cell lines SH-SY5Y and HEK 294 were obtained from the American Type Culture Collection (ATCC) and were maintained in DMEM supplemented with 10% FBS, penicillin–streptomycin and l-glutamine (Gibco) in a 37 °C, 5% CO_2_ humidified incubator. Differentiation was performed as previously described [64]. Cells were transfected with MeCP2-E1 and MeCP2-E2 C-terminal GFP [5] using Lipofectamine 3000 (Invitrogen). Cycloheximide (CHX) treatments were performed 48 h after transfection.

#### Western blot

Mouse brains (brain development) for each development time period were used to prepare western blot samples as per [65]. Nuclear extracts of HEK293 cells expressing the 3 × Flag versions of E1 and E2 were used to prepare serial dilutions and calculate MeCP2-E1/MeCP2-E2 ratios. Frozen frontal cortices (circadian) and cell pellets (CHX) were homogenized on Laemmli buffer 3% B-Mercaptoethanol. In all experiments, proteins were separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) [66] and transferred onto nitrocellulose membranes (GE Healthcare), and blocking by incubating in 5% skimmed milk in PBS with 0.1% Tween 20. Membranes were incubated with specific antibodies, either overnight at 4 °C or for 1 h at room temperature. Antibodies and dilutions used were as follows: MeCP2 1:5000, β-actin 1:20,000, Histone H4 1:20,000 Histone H3 1:20,000 (Abcam), Flag 1:5000 (Sigma-Aldrich), EGFP 1:1000 (Thermo Fisher), in house rabbit polyclonal antibodies MeCP2 E1 1:1000 and E2 1:500. Fluorescent secondary antibodies were (Li-Cor) 1:10,000. Densitometries were performed with Li-Cor Image Studio Light software.

#### Protein expression

Plasmids were transformed into BL21 (DE3) Star *E. coli* strain. Protein expression was induced with 1 mM isopropyl 1-thio-β-d-galactopyranoside (IPTG) at 18 °C overnight. Cells were sonicated and treated with benzonase (Merck-Millipore). Proteins were purified using immobilized metal ion affinity chromatography (IMAC) in a HiTrap TALON column (GE-Healthcare Life Sciences) with two washing steps before a 10–150 mM imidazole elution gradient. Removal of the histidine-tag was performed with GST-tagged PreScission Protease (GE-Healthcare). Further purification was performed using a HiTrap TALON column and a GST TALON column (GE-Healthcare). The identity of all proteins was checked by mass spectrometry (4800plus MALDI-TOF/MS, Thermo Fisher). Stability and binding assays were performed at different pH and buffer conditions [50 mM Tris (pH 7–9), 0–150 mM NaCl; 50 mM Pipes (pH 7); 50 mM Phosphate (pH 7)]. Buffer exchanges were performed using a 10 kDa-pore size ultrafiltration device (Amicon centrifugal filter, Merck-Millipore) at 4000 rpm and 4 °C.

#### Double-stranded DNA

HPLC-purified single-stranded DNA fragments were purchased from Integrated DNA Technologies and annealed. Sequences correspond to the promoter IV of the mouse brain-derived neurotrophic factor (BDNF) [15].

#### Fluorescence spectroscopy

Thermal unfolding studies were performed in a Cary Eclipse fluorescence spectrophotometer (Varian—Agilent) in three steps. Fluorescence emission spectra were recorded from 300 to 400 nm (excitation 290 nm and bandwidth 5 nm). Protein concentration was set at 5 µM. Thermal stability assays were performed at a heating rate of 1 °C/min and at the wavelength for maximal spectral change (330 nm). Thermal unfolding experiments were analyzed considering a two-state unfolding model [15]. The stabilizing effect upon dsDNA interaction was assessed performing thermal denaturations in the presence of methylated and unmethylated DNA (at 10 µM) under the same conditions.

#### Isothermal titration calorimetry (ITC)

Proteins–dsDNA interactions were characterized using an Auto-iTC200 microcalorimeter (MicroCal—Malvern Instruments). 3–5 µM protein was titrated with 50 µM dsDNA (2 µL titrant every 150 s). Interaction parameters were obtained as previously described [15]. Buffer-independent binding parameters and protons released were determined by calorimetric titrations using buffers with different ionization enthalpies [15], and binding heat capacity was determined by calorimetric titrations at different temperatures.

#### Fluorescence recovery after photobleaching (FRAP)

MeCP2-E1 and MeCP2-E2 isoforms were expressed in HEK293T cells in chambered cover glass culture plates (Nunc™; NalgeNunc). Experiments were performed at 37 °C and 5% CO_2_. Confocal time-lapse images of frames (512 × 512 pixels) were captured at 488 nm excitation with 0.05 transmissions for GFP-tagged protein post-bleach recovery. Images were recorded with a minimum of 10 pre-bleach frames, 250 µs bleach time with 405 nm laser line at 100% transmission, and 150 post-bleach frames were recorded at equal time intervals.

#### Cycloheximide-chase assay

Cells were treated with 10 µg/mL of cycloheximide (Sigma-Aldrich) and harvested at the indicated times. Samples collected at each time point were then analyzed by western blot.

#### Mass spectrometry to determine MeCP2 PTMs

All protein samples were digested overnight at 37 °C with trypsin, using 50:1 protein:enzyme ratio. Digested peptide mixtures were desalted using C_18_ reverse phase columns, and then loaded onto a 50 cm × 75 μm ID column with RSLC 2 μm C_18_ packing material (EASY-Spray, Thermo-Fisher) with an integrated emitter, and then eluted into a Q-Exactive™ Hybrid Quadrupole-Orbitrap™ mass spectrometer (Thermo-Fisher) using an Easy-Spray nLC 1000 chromatography system (Thermo-Fisher). The mass spectrometer was operated with 1 mass spectrometry (MS) spectrum followed by 10 MS/MS spectra in a data-dependent mode. The MS was acquired with a resolution of 70,000 FWHM (full width at half maximum), a target of 1 × 10^6^ ions, and a maximum scan time of 120 ms. Using a relative collision energy of 27%, the MS/MS scans were acquired with a resolution of 17,500 FWHM, a target of 1 × 10^6^ ions, and a maximum scan time of 120 ms. A dynamic exclusion time of 15 s was used for the MS/MS scans. XCalibur 2.2 (Thermo-Fisher Scientific) was used to acquire the raw data files and further processed with the PEAKS 7 search engine (Bioinformatics Solutions) using a database consisting of the wild-type MeCP2 constructs. Ascores were assigned for the peptides and PTMs using the PEAKS 7 software.

#### Chromatin immunoprecipitation

Mice were euthanized 6 and 18 h after first light stimulus (12 a.m. and 12 p.m., respectively). One frontal cortex was crosslinked in 1x PBS 0.5% formaldehyde at room temperature for 5 min and quenched by adding 0.125 M Glycine for 5 min. The tissue was centrifuge and washed twice with ice-cold PBS. The pellet was resuspended in 1 mL ChIP lysis buffer [10 mM HEPES (pH7.9), 1.5 M MgCl_2_, 10 mM KCl, 0.5 mM DTT, and 0.1% NP-40], dounce-homogenized (10 strokes), and incubated on ice for 20 min. Nuclei were centrifuged at 2500×*g* for 5 min and resuspended in 300 µL of RIPA buffer [50 mM Tris–HCl (pH 8), 150 mM NaCl, 0.5% SDS, 0.5% Sodium deoxycholate, 1% Triton-100]. Suspension was sonicated in a Bioruptor (Diagenode) at high power for 15 min with 30 s on/off intervals. Chromatin was centrifuged at 16,000×*g* for 10 min. Supernatant was diluted ten times with RIPA buffer without SDS and pre-cleared for 2 h with 20 µL of Dynabeads Protein G magnetic beads (Thermo Fisher). Eight microns of MeCP2 E1 and E2 antibodies (produced in house, Additional file 2: Fig. S2B) and Normal Rabbit IgG (Cell Signaling Technologies) were bound to 25 µL of Dynabeads Protein G following the manufacturer’s instructions and incubated 1 h in PBS/5% BSA. Inmunoprecipitations were performed at 4 °C overnight while tumbling. Supernatants were discarded and beads washed twice with 1 mL of low salt buffer [50 mM Tris–HCl (pH 8.0), 150 mM NaCl, 0.1% SDS, 1% NP-40, 1 mM EDTA, 0.5% Sodium deoxycolate], twice with 1 mL of high salt buffer [50 mM Tris–HCl (pH 8.0), 500 mM NaCl, 0.1% SDS, 1% NP-40, 1 mM EDTA, 0.5% Sodium deoxycolate], twice with 1 mL of LiCl buffer [50 mM Tris–HCl (pH 8.0), 250 mM LiCl, 0.1% SDS, 1% NP-40, 1 mM EDTA, 0.5% sodium deoxycholate], and twice with 1 mL of TE. Chromatin was eluted in elution buffer (100 mM NaHCO_3_, 1% SDS) and reversal of the crosslinking was carried out for 5 h at 65 °C. The samples were then incubated with proteinase K for 1 h at 65 °C and RNase A for 30 min at 42 °C. DNA was purified with a PCR purification kit (Qiagen).

#### Bioinformatics analysis of ChIP-Seq data

ChIP-seq libraries were pooled and sequenced paired-end 75 on a HiSeq 2500 (Illumina). We detected binding sites using SICER (window 600 bp, gap 200 bp) [67], and detected differential binding sites (e.g., E1 vs E2) with the same tool. Peaks were called in each sample independently. Increased and decreased peaks in the two replicates were then combined to provide reliable peaks, using MSPC (10^−4^ and 10^−8^ thresholds on *p* values defining stringent and weak peaks, respectively [68]. Location of the peaks was performed with ChipSeeker [69] on mm10 annotation. For visualization purposes, ChIP signal has been normalized to input signal using the signal extraction scaling (SES) method [70]. RSAT peak-motif tool [71] was used detect over-represented motifs in the detected peaks. For cluster generation, we merged replicates and computed the fold-change distribution along the gene body, the TSS, and the TES. We then computed the fold-change distribution along each gene and clustered the genes into five groups using the k-means method. Pathway enrichment analysis was performed with WebGestalt [72].

#### qPCR

Each PCR was carried out in triplicate using SYBR Green PCR Master Mix (Applied Biosystems) and following the manufacturer’s instructions. Fluorescent signals were acquired by the Stratagene Mx3005P qPCR System (Agilent Technologies), and primer sequences upon request.

#### Co-immunoprecipitation and mass spectrometry

One whole brain/immunoprecipitation was processed as per [73] with slight modifications. MNase digestion was performed during 30 min at 37 °C with 150 units MNase (Worthington). After centrifugation, supernatant was kept on ice and reaction was stopped by addition of EDTA (10 mM final concentration). The remaining pellet was resuspended in digestion buffer with 2 mM CaCl_2_, and 50 ud MNase were added and incubated for 20 min at 37 °C. The reaction was stopped by addition of EDTA (10 mM final concentration), the sample was centrifuged and supernatant kept. Supernatant was pre-cleared for 1 h with 50 µL of Dynabeads Protein G magnetic beads (Thermo Fisher). Negative controls for the IP were obtained by blocking E1 and E2 paratopes with E1 and E2 specific peptides [E1: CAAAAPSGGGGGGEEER; E2: MVAGMLGLREEKC (New England Peptides)]. Antibodies were blocked during 45 min by tumbling at room temperature with a fivefold excess of the specific peptide. 10 µg of each antibody [E1, E1 blocked, E2, E2 blocked and normal rabbit IgG (Cell Signaling Technologies)] were bound to 50 µl of magnetic beads according to the manufacturer’s instructions. Immunoprecipitations were carried out overnight at 4 °C while tumbling. Antibody–protein complexes were washed and proteins eluted with 2x SDS buffer, boiled for 10 min and proteins were run on SDS-PAGE. The gel was stained with Coomassie blue and different sections were excised for subsequent analysis. Mass spectrometry was then performed using a nano-HPLC system (Easy-nLC II, Thermo Fisher), coupled to the ESI source of an LTQ Orbitrap Velos (Thermo Fisher), using conditions described previously [74]. MS data were acquired using a data-dependent method. The data acquisition also utilized dynamic exclusion, with an exclusion window of 10 ppm and exclusion duration of 10 s. MS events used 60,000 resolution FTMS scans, and MS/MS events used ITMS scans, with a scan range of m/z 400–2000 in the MS scan. MS/MS data were analyzed using Mascot. The data were compared to the Uniprot Mouse database, using trypsin digestion with up to three missed cleavages, a peptide tolerance of 5 ppm, and MS/MS tolerance of 0.3 Da. Acetylated N-termini and oxidation of methionine were included as variable modifications.

## Supplementary information

**Additional file 1: Fig. S1.** (A) Western blot analysis of the changes in the level of expression of MeCP2-E1 and E2 isoforms during brain development (*n* = 6). (B) Summary of thermal unfolding results for NTD-MBD E1 and NTD-MBD E2 performed in different conditions (pH 7, pH8 and pH9 and at pH7 in presence of methylated dsDNA or unmethylated dsDNA). (C) Fluorescence recovery after photobleaching (FRAP) to determine diffusion and binding kinetics of human wild type MeCP2-E1 and E2 in HEK293T. (1) Real time post-bleach recovery of GFP tagged isoforms (bleaching 1000 ms/frame for 2 frames). Red lightening indicates bleach spots. (2) and (3) Comparative illustration of average half maximal recovery time and mobile fraction of wild type MeCP2-W1 and E2, respectively. Mean and S.E. are shown. (4) FRAP recovery curves normalized to 1, showing chromocenter recovery in 151 frames.

**Additional file 2: Fig. S2**. A (1) Western blot showing the levels of total MeCP2 and MeCP2 isoforms upon SH-SY5Y differentiation. (2) Expression changes of general (Sox2) and neuronal (Syt1, Syn1, Tubb3) differentiation markers as detected by Reverse Transcriptase quantitative Polymerase Chain Reaction (RT qPCR). Data represent mean ± S.E.M (*n* = 3). (B) (1) Western blot showing untransfected HEK 293 cells and HEK 293 cells expressing 3xFlag-MeCP2 E1 and 3xFlag-MeCP2 E2. Immunoblots were performed using the following antibodies: panMeCP2, MeCP2-E1 and MeCP2-E2 (Three upper panel). Equal loadings were assessed by Coomasie blue gel staining (lower panel). (2) Western blot performed after immunoprecipitation of endogenous MeCP2-E1 and MeCP2-E2 from whole brain lysates. Normal rabbit IgG was used as negative control. Immunoprecipitated proteins were run in 10% gels to differentiate isoforms sizes and panMeCP2 antibody was used for staining. (3) Ponceau staining showing equal loadings of wild type (WT) and Adrian Bird’s knock out (KO) mouse (60) brain samples. Samples were run on 12% SDS PAGE (66). (4) Western blots of Total MeCP2, MeCP2-E1 and MeCP2-E2 antibodies. H4 was used as a normalizer.

**Additional file 3: Fig. S3.** (A) Summary table showing the amount of ChIP seq mapped reads per sample and number of reads post filtering. (B) Integrative genomics viewer (IGV) (23) profiles of E1 and E2 ChIP-seq based on sequence reads of each sample. Data represent a 20 Mb region of chromosome 17. Numbers in the right of each track represent track heights.

**Additional file 4: Fig.** **S4**. MeCP2 isoforms functional networks as determined by using STRINGv10 software.

## Data Availability

Data sets generated and/or analyzed during the current study have been deposited to the Gene Expression Omnibus Database (GEO) under the accession number GSE130277.

## Abbreviations

MeCP2: methyl CpG-binding protein 2
NTD: N-terminal domain
MBD: methyl-binding domain
ChIP: chromatin immunoprecipitation
dsDNA: double-stranded DNA
ITC: isothermal titration calorimetry
FRAP: fluorescence recovery after photobleaching
IDP: intrinsically disordered protein
NM: N-terminal methionine
NME: N-terminal methionine excision
PTM: post-translational modification
CHX: cycloheximide
WB: western blot
EGFP: enhanced green fluorescent protein
DIV: days in vitro
KEGG: Kyoto encyclopedia of genes and genomes
TSS: transcriptional start site
TES: transcriptional end site
qPCR: quantitative polymerase chain reaction
MoRF: molecular recognition features
SDS-PAGE: sodium dodecyl sulfate–polyacrylamide gel electrophoresis
MAR: matrix attachment region
OR: olfactory receptor
TASR: taste receptor

How the deposited data were processed for this re-analysis (not part of the article)

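ChIP-seq of MeCP2-E1 and MeCP2-E2 was made by the authors from the frontal cortex of 4 mice, 1 frontal cortex per immunoprecipitation, with a 5% input of each mouse. Of the 12 samples, the 8 immunoprecipitates have a list of islands, and the 4 inputs were not analysed here. The paper gives the times as 6 and 18 h after first light, named 12 a.m. and 12 p.m.; the sample labels give clock hours 12 and 24, and the groups follow the paper's names. The labels give mouse 4 as male and mice 1, 2 and 3 as female, and a strain mixed with C57BL/6 where the methods of the paper name C57BL/6 mice.

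According to the paper and the sample labels, the authors sequenced paired-end reads of 75 bp on a HiSeq 2500, aligned them to mm10 with BWA 0.5.7, and used bedtools 2.26.0 and SICER 1.1, with islands called in each sample independently and not on pooled replicates. Each deposited list gives the chromosome, start, end and a score per island. The score is the authors' own value per island as deposited, a whole number or, for a few islands, infinite; what it measures is not given in the sources used here, so it served only to rank and filter islands within a list. The lists carry no FDR and no fold per island. The number of mapped reads, which the paper shows in Additional file 3, was not used here, so the depth per library is unknown and no precision can be given for a single island. The differential calls that the paper combined over replicates, its merged replicates, its log2 ratios and its k-means clusters were not used here.

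Islands were compared with the GRCm38.p6 genome and GENCODE M21 basic transcripts (21938 protein-coding genes) in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. An overlap of 1 bp counted as shared. Each island took the first of 8 features it overlapped, in the order promoter (within 1 kb of a TSS), 5' UTR, 3' UTR, first exon, other exon, first intron, other intron and distal intergenic. Genes counted as having an island within the gene or 3 kb to either side. TSS and TES windows reached 500 bp to each side of the ends of protein-coding genes, and flanks lay 1 to 3 kb from the TSS. Islands were shuffled 1000 times to a uniform position on the same chromosome outside assembly gaps, keeping their length; shuffles were not matched for mappability or GC content. For genes in all 4 lists of one isoform, a further 1000 shuffles kept each island at a gene over 100 kb, at another gene or at none. Regions called in at least 3 lists of one isoform were taken from the union of all 8 lists, and regions of one time from the union of the 4 lists of one isoform.

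Measures per list were compared between isoforms with an exact permutation test of 4 lists against 4 (70 assignments, two-sided) and between times with 2 against 2 (6 assignments), and each list was compared with its own shuffles by an empirical two-sided p (the smallest is 0.0020), with Benjamini-Hochberg adjustment within each family of tests. The E1 and E2 lists with the same number come from the same animal according to the labels, and they share an input, so the numbers pair the samples; the blocked test swaps the isoforms within each mouse (16 assignments). Measures, main tests, most alternatives and the rule for named genes were set before the data were examined. By that rule the text names the genes the paper names for its ChIP, up to 10 isoform-specific regions per isoform, up to 5 regions per isoform and time, and up to 4 genes per gene list, taken from those called in the most lists. Regions called in all 4 lists of an isoform were also to be named, and there were none. Other named genes, such as those under the longest islands, were chosen after their values were seen.

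The 19 gene lists are olfactory, vomeronasal and taste receptors, replication-dependent histones, ribosomal proteins, oxidative phosphorylation, neurotransmitter and neuropeptide receptors, clustered protocadherins, zinc finger genes, circadian clock genes, immediate early genes, genes linked to MeCP2, imprinted genes, markers of neurons, astrocytes, oligodendrocytes, microglia and endothelial cells, and genes over 100 kb. The alternatives left out each mouse, the sex chromosomes or repeats, blocked by mouse, required a reciprocal overlap of 50%, took the feature at the midpoint, a promoter of 3 kb or base pairs in place of islands, moved all islands of a chromosome together, used the gene body alone or divided motifs by their number from base composition. A stricter FDR, a fold of at least 2 and a ranking by fold were planned and not run, as the lists hold neither value; a score of at least 60 and a ranking by score replaced them after the data were seen.

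The tests were checked on simulated data. With no planted genes, 1.85% of 216 empirical p-values were under 0.05. Those lists were placed by the same uniform shuffle as the test, so this does not cover islands that cluster. With 30 olfactory receptor genes planted per list, 8 of 8 lists had an empirical p under 0.05. The real lists held at most 15, so power at the observed numbers is not shown. For each isoform, 50 of 50 planted regions of one time were recovered. This checks the counting alone, as islands were copied unchanged from one list to the other. No simulated list carried the exclusion between partner lists. The exact test of 4 against 4 gave p under 0.05 in 3.6% of 2000 draws with no difference and in 84.8% with a shift of 3 SD.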

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

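The tests of the X islands of mouse 3, and, for the E2 regions, those of the sex chromosomes, the shuffled lists and the number of mice, were chosen after the results were seen, as were the filter on repeats and the 95% binomial intervals; what the tests of repeats and of E1 calls would show was written before their values were seen.

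Mouse 3, which is labelled female, had 12 E1 and 19 E2 islands on Y, more than any other mouse, on a chromosome the paper does not discuss, and few on X. X held 0.135% of its E1 and 1.09% of its E2 islands, against 6.31 to 22.6% in lists of the other mice, among them mouse 4, which is labelled male. Fewer calls in mouse 3 on every chromosome are excluded, as its autosomal islands numbered at least 1.08 times the mean of the other mice. An exchange of the sex labels of mice 3 and 4 is a candidate explanation, which these shares fit. A removal of X islands that mouse 3 shared with its partner, mouse 2, cannot be told apart from it for X. Shared islands would then be in neither list, and the 474 X islands listed for mouse 2 would be those not shared. Such a removal would not account for the islands on Y.

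E2 regions called in both mice of one time outnumbered those shared across times, the pattern that a diurnal change would give. The sex chromosomes do not account for it, since the ratio on autosomes was 2.5 (95% interval 1.72 to 3.70). Regions within times exceeded those across times by 65, and by at most 13 in 1000 sets of shuffled lists, so uniform random placement does not give this excess. Shuffled lists cannot decide on chance beyond that. Pairs across times also shared 26 and 27 regions, against shuffled means of 4.06 and 2.48. The intervals treat regions as independent and do not measure the spread between mice. Among repeat-poor autosomal islands the ratio was 1.33 (0.649 to 2.80), so repeat-rich islands stay open, and 23% of the within-time autosomal regions (15.2 to 32.5%) were also called in E1 of the same mice, so signal that does not depend on the antibody cannot be told apart from E2 binding. With 2 mice per time, differences between the mice other than the time stay open as well, and an effect of the time of day is untested.

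In 13 of 73 groups of 4 lists, 1 list lay far from the other 3; chance marks about 1 group in 20, and most of these groups have counts of 0 or near 0. The other 3 lists were at 0 for the share of first exons in E2 of mouse 1 (0.289%), and for the share of genes with an island among ribosomal proteins in E1 of mouse 2 (1.22%), oxidative phosphorylation in E2 of mouse 4 (1.03%), clustered protocadherins in E1 of mouse 1 (12.3%), clock genes in E2 of mouse 3 (4.17%), genes linked to MeCP2 in E2 of mouse 2 (6.25%), imprinted genes in E1 of mouse 4 (4.17%), astrocyte markers in E1 of mouse 3 (10%) and endothelial markers in E1 and E2 of mouse 3 (20% and 10%). Annotations of clustered protocadherin genes overlap, so that 1 island can count for several of them. In E1 of mouse 4 the share was 7.69% for neurotransmitter and neuropeptide receptors (3.55 to 4.14% in the others) and 2.13% for zinc finger genes (3.32% in each other list). The longest E2 island of mouse 3 spanned 212000 bp, against 77400 to 94800 bp in the other E2 lists. CAC per kb was higher at 12 p.m. in E1 in both mice (by 2.04) and lower in E2 in both (-1.56); this difference between the isoforms was not tested. Outside repeats, 12 p.m. minus 12 a.m. was 0.503 in E1 and -1.81 in E2.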

How the results depend on the processing

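The alternatives with a score of at least 60, comprehensive or protein-coding transcripts, the ranking by score, 2 of 4 lists and repeat-poor islands were added after the data were seen. Of the main comparisons under the other alternatives, 81 values kept their direction and side of the threshold or stayed within their spread, 18 were no longer past the threshold, 2 passed it and 8 moved, and under the added ones these numbers were 21, 3, 0 and 8, and 1 reversed. In all, 15 values reversed, 0 of them past the test in either setting. Reversed E1 minus E2 shares were, for promoters, -1.16 to 0.482 points without 1 mouse, 1.07 at a score of at least 60 and 0.152 with comprehensive transcripts; for 5' UTRs, -0.0704 to 0.0922 without 1 mouse, -0.0458 with a promoter within 3 kb and -0.00479 with protein-coding transcripts; for 3' UTRs, -0.598 to 0.314 without 1 mouse, 0.0810 at the midpoint, 0.0280 at a score of at least 60 and 0.0461 with comprehensive transcripts. Without 1 mouse, E1 minus E2 was 967 to 1318 islands, 3.49 to 3.75 Mb and 0.527 to 0.723 GCCACAGCA per 100 kb, each with exact p = 0.10, the smallest p of 3 against 3, and isoform-specific regions were 0 to 1 in place of 2. With the mouse as a block, the differences of 1168.5 islands, 3.65 Mb and 0.636 GCCACAGCA per 100 kb had exact p = 0.125, the smallest that pairing allows, and the block changed no other call among the main comparisons. On autosomes alone, distal intergenic E1 minus E2 was -4.52 percentage points (exact p = 0.0286), 12 p.m. minus 12 a.m. in E2 4.32 in place of 1.31, and the GCCACAGCA difference 0.505 (exact p = 0.0571). With the feature at the midpoint, the distal intergenic difference was -7.07 (exact p = 0.0286). The GCCACAGCA difference was 0.500 outside repeats (exact p = 0.0571), 0.440 over base composition (exact p = 0.314), 0.607 with 814 islands per list (exact p = 0.257) and 0.728 at a score of at least 60 (exact p = 0.0857). Isoform-specific regions were 0 with reciprocal overlap, with 814 islands per list and at a score of at least 60, and 315 with 2 of 4 lists. Regions of one time in E1 and E2 were 69 and 72 with reciprocal overlap, 28 and 43 at a score of at least 60, and 65 and 20 among repeat-poor autosomal islands, in place of 126 and 118. At a score of at least 60, distal intergenic 12 p.m. minus 12 a.m. in E2 was 2.94, the TSS ratio E1 minus E2 reversed to 0.0441 (exact p = 0.914), GCTGAGC in E1 regions was 1.17 times the shuffled density (permutation p = 0.408), and GCCACAGCA in E1 regions (0.739), GCTGAGC and GCCACAGCA in E2 regions (1.1 and 2.29) and the share of olfactory receptor genes, E1 minus E2 (-0.0915 points), reversed. Fewer islands or mice enter several of these settings; otherwise the cause was not tested. A stricter FDR, a fold of at least 2 and a ranking by fold were not run. Regions of one time give no value without 1 mouse, nor X and Y islands on autosomes. Read depth is unknown and limits comparisons of island number.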

Differences from the paper's values

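The alternatives with comprehensive transcripts, with transcripts of protein-coding genes and with a score of at least 60 were chosen after seeing the values; the others, without replicate 1, 2, 3 or 4, autosomes only, feature at the midpoint, promoter within 3 kb and share of base pairs, were set before the data were examined. The paper's values for features are read by eye from Fig. 3a, and values here are means ± SD of 2 mice. The lists used here hold no island listed for both partner mice, and Fig. 3a may rest on a wider set of regions. No alternative changes that, so a difference can come from the set of regions as well as from the processing. Values are said to differ when they are apart by more than the SD here and one is over 1.5 times the other.

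First exons hold, in the paper, about 1.3% of E1 regions at 12 a.m. and about 1.1% at 12 p.m., and about 1.0% of E2 regions at 12 a.m. and about 1.0% at 12 p.m., in Fig. 3a, read by eye; here they hold 0.218 ± 0.0269%, 0.206 ± 0.0365%, 0.144 ± 0.204% and 0%, and the values differ under each alternative run. Other exons hold, in the paper, about 6.2% and about 6.1% of E1 regions at 12 a.m. and 12 p.m. in Fig. 3a, read by eye, and here 9.41 ± 0.152% and 9.27 ± 0.536%. They no longer differ with a promoter within 3 kb (8.12% and 7.92%), and at 12 p.m. also without replicate 3 (8.89%), and differ under the other alternatives set before, in the opposite direction, below the paper's values, with the feature at the midpoint (1.85% and 1.92%) and the share of base pairs (3.07% and 3.06%); comprehensive transcripts (8.28% and 8.12%) and protein-coding transcripts (6.64% and 7.21%), chosen after seeing the values, also close the gap.

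Promoters hold, in the paper, about 4.1% and about 3.9% of E1 and about 4.2% and about 4.2% of E2 regions at 12 a.m. and 12 p.m. in Fig. 3a, read by eye, and here 10.6 ± 3.18%, 10.2 ± 0.518%, 11.8 ± 0.307% and 10.1 ± 0.334%. They no longer differ with the feature at the midpoint (3.56%, 4.41%, 4.69% and 3.44%) or the share of base pairs (4.85%, 5.30%, 5.93% and 5.34%), and differ under the other alternatives set before; protein-coding transcripts (3.75%, 3.32%, 4.12% and 3.27%), chosen after seeing the values, also close the gap. 3' UTRs hold, in the paper, about 1.5% of E2 regions at 12 a.m. in Fig. 3a, read by eye, and here 2.87 ± 0.325%, which no longer differs with the share of base pairs (1.28%) and differs under the other alternatives. 5' UTRs hold, in the paper, about 0.9% of E1 regions at 12 a.m. and about 1.0% of E2 regions at 12 p.m. in Fig. 3a, read by eye, and here 0.508 ± 0.154% and 0.412 ± 0.0617%; the first no longer differs without replicate 2 (0.617%) and differs under the others, and the second differs under each.

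The paper's text gives a SICER window of 600 bp and a gap of 200 bp, and the lists are marked with a window of 200 bp and a gap of 600 bp; no alternative applies.

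In signal profiles, the paper describes a depletion at the TSS and a peak at the TES for both isoforms, and on closer view a marked depletion of E2 at the TSS itself. Here, islands at the TES were above the shuffled number in 3 of 4 E2 lists, after adjustment in mouse 1 alone, and below it in 3 of 4 E1 lists, after adjustment in mouse 3 alone, and at the TSS 4 of 4 E1 lists and 0 of 4 E2 lists were below after adjustment, with E2 of mice 2, 3 and 4 below 1 in ratio. Divided by its flanks, the TSS was off its shuffles in 0 of 8 lists after adjustment. The paper links its clusters to olfactory and taste genes, histones, and ribosomal proteins in E2; here no gene shown in Fig. 4d had an island. No E2 island lay at taste receptor, histone or ribosomal protein genes, where shuffled lists gave 0.594, 1.36 and 1.99 genes summed over 4 mice, so this does not speak against the paper. The paper reports neuroactive receptors for E1; here more of these genes had an E1 than an E2 island in 4 of 4 mice, and the mean ratios to shuffled islands were under 1 for both isoforms, as for all protein-coding genes, with no list past the test after adjustment. The paper states that both motifs are specific for E1. Here both were denser in E1 in 4 of 4 mice with an adjusted exact permutation p of 0.0714 each. Divided by the number from base composition, both stayed higher in E1 in 4 of 4 mice. The adjusted exact permutation p was then 0.114 for GCTGAGC and 0.314 for GCCACAGCA.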

Other observations

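The tests of regions in 2 lists, of genes against other splits of the lists, in each of its settings, and of shuffles that keep islands at their class of gene were chosen after the results were seen; those of regions in 3 lists and of shuffled lists were written before.

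Vomeronasal receptor genes, which code for pheromone receptors, carried an island at 46 of 327 genes in any list, at 1.11 times the shuffled number in E1 and 2.01 times in E2. In E2 of mice 3 and 4 the ratios were 2.80 and 2.74 (empirical permutation test, two-sided, p = 0.0120 and 0.0140; adjusted p = 0.202 and 0.213, so neither passes). Vmn1r2, Vmn1r88 and Vmn2r44 were called in 2 E1 lists and 1 E2 list each. Zinc finger genes had islands at 37 of 422 genes, 12.75 ± 2.5 per E1 and 7.75 ± 2.36 per E2 list (SD, n = 4 mice; exact permutation test, two-sided, p = 0.0571; adjusted p = 0.362), but 0.884 ± 0.237 and 1.16 ± 0.408 of the shuffled number, which allows for the larger E1 lists, and Zfp808 was called in 5 lists. Of 24 clock genes, Csnk1e in E1 of mouse 1, Npas2 in E2 of mouse 3 and Rorb in E1 of mouse 3 were called besides Rora. Of 16 genes linked to MeCP2, Reln was called in E1 of mice 3 and 4 and E2 of mouse 2, Fkbp5 and Oprk1 in E1 of mouse 4 and Gad1 in E1 of mouse 3. The distances of the nearest islands to Bdnf, Sst and Mecp2, which the paper names, were 309699, 109972 and 237837 bp.

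In E1 of mouse 1 alone, 7 of 57 clustered protocadherin genes, which code for neuronal adhesion proteins, were called, among them Pcdha1, Pcdha2, Pcdha3 and Pcdha4. The annotations of these named genes overlap, and 1 island of 3000 bp (chromosome 18, 36985801 to 36988800) was counted for each of them. The number of genes is therefore not a number of separate calls. Grb10 in E1 of mouse 4 was 1 of 24 imprinted genes, Gad1 and Nefm 2 of 16 neuron markers, Aldh1l1 1 of 10 astrocyte markers, and Kdr and Tek 2 of 10 endothelial markers; 0 of 18 immediate early genes, 0 of 12 oligodendrocyte markers and 0 of 12 microglia markers had an island. Genes over 100 kb had islands at 338 ± 43.0 of 2492 genes per E1 list and 141 ± 42.4 per E2 list (SD, n = 4 mice; exact permutation test, two-sided, p = 0.0286, 0.125 with the mouse as a block, 0.362 adjusted over 19 lists), with Gm20388 in 8 lists and Fgfr2 and Fhit in 7. Their annotations span 4434882, 2960900 and 1611944 bp. Islands counted for Fgfr2 were spread from 130285001 to 132566200 on chromosome 7, so these counts do not show recurrent calls at one place. Further long islands covered Sfi1 and Drg1 on chromosome 11 (46800 bp in E1 and 74400 bp in E2 of mouse 1), Sprr2a1, Sprr2a2 and Sprr2a3 (73200 bp in E2 of mouse 1), Zfp992 and Zfp981 (77400 bp in E2 of mouse 4) and Naip6 (20800 bp in E1 of mouse 4).

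For regions in at least 3 lists of one isoform and none of the other (2 regions), 33 of the 35 splits of the lists gave as many and the highest other gave 40. For regions in at least 2 lists (315 regions), 22 splits gave as many and the highest other gave 514. Both numbers are lowered for the split by isoform, since partner lists share no island. The splits therefore cannot decide on chance, which is not excluded for either number.

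A hypothesis is that some genes are bound by one isoform in every mouse, at separate places in the gene. Cfap61, Camta1, Rora, Cdh23, Ctnna3, Tenm2, Lpp, Zbtb7c and Zfp407 had an island in all 4 E1 lists and in no E2 list, and Vmn2r38 the reverse, 10 genes in all, apart from Rora, Zfp407 and Vmn2r38 chosen after their values were seen. Of 35 splits of the lists, 1, the real one, gave as many and the highest other gave 7, as with the gene body alone (highest other 7), on autosomes (7) and at a score of at least 60 (2), but in each of these the real split also parts the 4 larger lists from the smaller. Chance assignment cannot be told apart from an isoform difference, since only 8 splits part the lists within each mouse, too few for a share under 0.05 (highest other 7), and with 814 islands per list the single gene left (0 E1 genes and 1 E2 gene; 12 of 35 splits gave as many, the highest other 2) is too few to decide. Larger E1 lists and long genes (the 9 E1 genes span 280 to 1574 kb) cannot be told apart from an isoform difference either: 75 of 1000 sets of shuffled lists with the same island numbers gave 10 or more such genes, but shuffles put more islands in long genes than the lists do, and 21 of 1000 did so when each island stayed at a gene over 100 kb, at another gene or at none.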
